# RNA-Seq effectively monitors gene expression in *Eutrema salsugineum* plants growing in an extreme natural habitat and in controlled growth cabinet conditions

**DOI:** 10.1186/1471-2164-14-578

**Published:** 2013-08-28

**Authors:** Marc J Champigny, Wilson WL Sung, Vasile Catana, Rupa Salwan, Peter S Summers, Susan A Dudley, Nicholas J Provart, Robin K Cameron, G Brian Golding, Elizabeth A Weretilnyk

**Keywords:** *Eutrema salsugineum*, *Thellungiella salsuginea*, Transcriptome profiling, RNA-Seq, Salt tolerance, Natural plant populations, Single nucleotide polymorphisms, Phenotypic plasticity, Ecological genomics, Natural field conditions, Halophyte, Extremophile, Plant stress tolerance traits

## Abstract

**Background:**

The investigation of extremophile plant species growing in their natural environment offers certain advantages, chiefly that plants adapted to severe habitats have a repertoire of stress tolerance genes that are regulated to maximize plant performance under physiologically challenging conditions. Accordingly, transcriptome sequencing offers a powerful approach to address questions concerning the influence of natural habitat on the physiology of an organism. We used RNA sequencing of *Eutrema salsugineum,* an extremophile relative of *Arabidopsis thaliana*, to investigate the extent to which genetic variation and controlled versus natural environments contribute to differences between transcript profiles*.*

**Results:**

Using 10 million cDNA reads, we compared transcriptomes from two natural *Eutrema* accessions (originating from Yukon Territory, Canada and Shandong Province, China) grown under controlled conditions in cabinets and those from Yukon plants collected at a Yukon field site. We assessed the genetic heterogeneity between individuals using single-nucleotide polymorphisms (SNPs) and the expression patterns of 27,016 genes. Over 39,000 SNPs distinguish the Yukon from the Shandong accessions but only 4,475 SNPs differentiated transcriptomes of Yukon field plants from an inbred Yukon line. We found 2,989 genes that were differentially expressed between the three sample groups and multivariate statistical analyses showed that transcriptomes of individual plants from a Yukon field site were as reproducible as those from inbred plants grown under controlled conditions. Predicted functions based upon gene ontology classifications show that the transcriptomes of field plants were enriched by the differential expression of light- and stress-related genes, an observation consistent with the habitat where the plants were found.

**Conclusion:**

Our expectation that comparative RNA-Seq analysis of transcriptomes from plants originating in natural habitats would be confounded by uncontrolled genetic and environmental factors was not borne out. Moreover, the transcriptome data shows little genetic variation between laboratory Yukon *Eutrema* plants and those found at a field site. Transcriptomes were reproducible and biological associations meaningful whether plants were grown in cabinets or found in the field. Thus RNA-Seq is a valuable approach to study native plants in natural environments and this technology can be exploited to discover new gene targets for improved crop performance under adverse conditions.

## Background

Determining how wild plants have adapted to extreme environments can provide useful insight into how all plants respond to stress. In particular, researchers measure genetic differences among populations found in different environments [1,2]. A classic approach is to compare trait differences among populations when they are grown in the same environment as in a common garden. Comparative genomics studies using natural accessions can also provide insights into traits associated with the adaptation of an organism to a given habitat [3]. The genetic basis underlying traits of interest can be studied using the natural genetic variation between accessions combined with standard genetic approaches such as marker based mapping strategies to identify trait-associated allele(s). However, traits expressed in an environment are the consequence of both genetic and environmental influences [4], so that an adaptation displayed under natural conditions may not be detectable in a controlled environment chamber [5].

*Eutrema salsugineum* (Pall.) Al-Shehbaz & Warwick (also known as *Thellungiella salsuginea* (Pall.) O.E. Schulz) offers an ideal system to explore hypotheses about plant adaptations to extreme environments. This native crucifer is closely related to the genetic model plant *Arabidopsis thaliana* but displays a far greater capacity to withstand freezing temperatures, water deficits, and saline soils [6-9]. Two naturally occurring accessions have been the subject of several studies with one accession originating from the Yukon Territory, Canada and the second from Shandong Province, China. These accessions have evolved under contrasting natural habitats with the one in Canada growing under a semi-arid, subarctic climate and the accession in China under a temperate climate subject to more frequent precipitation.

Yukon *Eutrema* plants show plasticity to field versus controlled environment chambers with respect to morphology, stress-responsive genes and metabolites [7]. Plants in the field show prominent cauline leaves and, for the most part, lack rosette leaves while plants in cabinets have many rosette but few cauline leaves. At the level of the metabolome, salt-stressed plants in growth chambers accumulate proline in a osmo-responsive manner [7,9,10], but plants in a saline field site had a much lower proline content that was comparable to chamber-grown plants that had not been salt stressed. Manipulation of salt and nitrogen treatments under controlled growth conditions demonstrated that proline accumulated with high nitrogen content in saline culture media. Plants exposed to salt when on low nitrogen accumulated carbohydrates as did plants found under natural conditions [7]. Thus comparisons involving field and chamber-grown plants can provide novel and valuable insights into the breadth of traits subject to phenotypic plasticity and how they may contribute towards the adaptation of plants to their natural environment.

A limited set of comparisons among transcript profiles of field and chamber-grown Yukon *Eutrema* plants was reported by Guevara et al. [7] using a microarray chip representing 3,628 unigenes. They found statistically significant, biologically meaningful gene expression patterns in comparisons between plants stressed under controlled conditions in cabinets and field plants. However, the information that microarray data can provide is limited [11,12]. One issue is poor genome coverage; the chip used surveys a comparatively small sampling of the predicted coding capacity for the full *Eutrema* genome [13,14]. Another problem is that microarray data are relative and require incorporation of a control comparison, which may not exist for a field sample. Microarrays are also relatively insensitive to distinguishing between genes with multiple family members [12] and this could be further complicated by an indeterminate level of genetic and environmental variation among plants from a natural population in their native habitat. In this investigation we assessed the suitability of an alternative approach to comparative transcriptome profiling based upon next generation sequencing (NGS). We used high throughput mRNA sequencing technology (RNA-Seq) that exploits the sensitivity and genome-wide resolving power of NGS platforms. This approach offers a fully quantitative measure of mRNA abundance that is particularly suitable for studying organisms where little is known about their transcriptome and a full genome chip is not commercially available [11].

Ultimately, the challenge of applying RNA-Seq technology to plants found in the field is its sensitivity. RNA-Seq generates large datasets and interpretable patterns from field plants may be difficult to discern given that direct comparisons with plants grown under controlled environment conditions cannot be made. In this study we included natural accessions of *Eutrema* from Shandong and the Yukon and we compared inbred cabinet-grown Yukon and Shandong plants and Yukon plants sampled in the field. We hypothesized that 1) sequences would differ more between the two accessions, while Yukon individuals sampled in the field or raised in cabinets would show far fewer differences. This hypothesis was confirmed by an analysis of single-nucleotide polymorphisms (SNPs) using transcriptomes of the Yukon plants (field and cabinet-grown) and Shandong plants (cabinet-grown). We hypothesized that 2) the gene expression results would differ between Yukon plants from the field site and growth cabinets, which represent radically different environments. While this prediction held true, the transcriptomes from Yukon and Shandong plants grown at the same time in the same growth cabinet were also very different emphasizing the important interaction between genotype and environment. We hypothesized that 3) transcriptomes from individual plants selected at random at a Yukon field site would be more variable compared to those of individuals selected from the same single-seed descent line and grown together under controlled conditions in growth cabinets. However, this expectation was not borne out. The pattern of gene expression for individual plants of a common genotype that originated from the same environment were similar regardless of where the plants had grown together, showing transcriptomes to be consistent between individual plants of a sample group. While one might anticipate the high sensitivity afforded by NGS to yield transcriptome data that is more difficult to interpret when genetic and environmental variation are uncontrolled variables, our study does not support this hypothesis. Instead, we found RNA-Seq to be a viable approach to compare gene expression patterns of *Eutrema* growing either in controlled environment chambers or *in situ* in the complex and changeable environment of the Yukon.

## Results and discussion

### Plant selection and experimental design

Nine plants consisting of three individuals from each of three experimental groups were profiled by RNA-Seq. 

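Leaf RNA from 3 plants of each group was sequenced by pyrosequencing: Shandong plants (SC) and Yukon plants (YC) grown in a controlled environment cabinet, and Yukon plants collected at the field site (YF). Cabinet plants were 4 weeks old and were kept at a light intensity of 250 μmol of photons per square metre per second for 21 h each day. Rosette leaves were taken from cabinet plants and cauline leaves from field plants. All field plants were collected in 2005, and the cabinet plants were grown in 2010 except YC3, which was grown in 2006 from other seed. Year and leaf type therefore cannot be told apart from location in the comparison of YC with YF plants. The authors aligned the trimmed reads to the JGI draft genome with GMAP, counted uniquely aligned reads on 27,016 genes with htseq-count and divided the counts by gene length and library size. The deposited values are these RPKM values, 1 file per library. Each RPKM value was a whole number of reads times a fixed step for that gene and library, which gave the reads behind it. The recovered reads are the smallest whole numbers that fit these steps. For some genes, such as those read in few plants, they can be too low. The read total in the RPKM denominator was 1,294,496 for SC1, 532,391 for SC2 and 572,858 for SC3. It was 1,097,738 for YC1, 619,202 for YC2 and 1,217,322 for YC3, and 1,265,167 for YF1, 1,169,042 for YF2 and 940,883 for YF3. Reads recovered on genes summed to between 99.94% and 99.98% of these totals, so the denominator counted reads on genes. At this depth 1 read on a gene of 1 kb was between 0.77 RPKM in SC1 and 1.88 RPKM in SC2, and 3 reads were between 2.3 and 5.6 RPKM. Between 16,715 and 18,155 genes had at least 1 read in each plant. For the analyses on a log scale, 0.5 RPKM was added to every value.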

Transcriptomes derived from these plants were expected to display heterogeneity arising from differences between environmental exposure and genotype.

One group consisted of three plants selected in late June of 2005 from a field site approximately 40 km NW of Whitehorse in the Yukon Territory of Canada. Details concerning the soil composition, meteorological conditions and morphology of plants growing at this field site were reported by Guevara et al. [7]. *Eutrema* plants at this field site have an upright habit with rosette leaves being either very small or absent. For analysis, cauline leaves from randomly selected, individual plants of undetermined age were harvested from the field for transcriptome profiling and these samples are referred to as YF (Yukon Field) 1, YF2, and YF3.

A second group of three plants of the Yukon accession were grown in a controlled environment chamber under daylength conditions set to resemble a Yukon summer day (see Methods). *Eutrema* grown under these laboratory conditions have a prominent rosette [7]. Rosette leaves of three four week-old plants produced in growth cabinets were selected for transcriptome profiling and these samples are referred to as YC (Yukon Cabinet) 1, YC2, and YC3. Seeds from plants growing at the same Yukon field site were pooled and maintained as a bulked collection from which some seeds were used to establish inbred lines. Two of the plants in this group, YC1 and YC2, were products of single-seed descent from the same parent for five generations while the third, YC3, was grown from a randomly selected seed from the bulked pool.

The third group profiled was composed of three *Eutrema* plants of the Shandong accession. Plants were subjected to single-seed descent for four generations to increase their genetic homogeneity. Sibling Shandong *Eutrema* plants from a single-seed descent line were grown in the same cabinet and hence under identical conditions as the YC1 and YC2 samples. Rosette leaves of three four week-old Shandong chamber-grown plants were harvested for transcriptome profiling and these samples are referred to as SC (Shandong Cabinet) 1, SC2, and SC3.

The field plants (YF) and YC3 are not products of single-seed descent lines and hence were expected to show greater genetic heterogeneity than the inbred YC1 and YC2 plants. In terms of comparative genetic variability we expected that the greatest heterogeneity would be found between Shandong and Yukon plants. Thus use of the Shandong genotype provided a source of genetic variation and had the additional benefit in facilitating transcriptome assembly through access to its fully sequenced genome as a reference [13,14].

### RNA-Seq of *Eutrema* samples

Massively parallel sequencing of nine cDNA libraries generated from *Eutrema* leaf samples of individual plants was conducted on the Roche 454 GS FLX platform. When we began our transcriptome sequencing, a genome assembly for *E. salsugineum* was not available making the longer read lengths afforded by 454 technology advantageous for *de novo* transcriptome assembly [15,16]. The draft genome releases of the Shandong accession of *Eutrema* have since aided our transcriptome assembly, allowing unambiguous association of individual sequence reads with *Eutrema* gene loci. Our RNA-Seq methodology therefore exemplifies a “mapping-first” or genome-guided transcriptomics approach [17].

The draft genome of the Shandong accession of *Eutrema* released by the Joint Genome Institute (JGI - *Thellungiella halophila* Genome Project 2011: http://www.phytozome.net/thellungiella.php), shows the genome to be 243.1 Mb in size, distributed among 639 scaffolds with preliminary annotation available for 26,351 protein-coding loci [14]. The Beijing Genomics Institute (BGI) has also released a genome assembly of Shandong *E. salsugineum,* which is 234 Mb in size, distributed among 2,682 scaffolds. The predicted number of protein-coding genes in this assembly is 28,457 [13]. In this report the comparisons or citations to gene annotations, relative positions, and sequences are made with reference to the JGI draft genome release given its earlier availability as a public resource. We have since compared our mapped reads to both genome sequences and found negligible differences in the alignments produced. For example, of the total number of reads obtained from nine cDNA libraries, only 0.3% were aligned to the BGI genome release and not the JGI release.

Information concerning cDNA library sequencing and read alignments to the JGI draft genome is presented in Table 1. Adaptor sequences and regions of poor quality were removed from the raw reads resulting in a total of 9,758,824 high quality reads. The mean read length across all libraries was 282 bp, and the frequency distribution of read lengths obtained was similar in all sequencing runs (not shown).

**Table 1:** **Metrics for reads, alignments and levels of rRNA in *Eutrema***

**Library**	**Reads**					
	**Before trimming**	**After trimming**	**Length (mean ± SD)**	**Alignment to JGI genome**		**rRNA**
				**Unique**	**Non-unique**	
	***n***	***N***	***bp***	***%***	***%***	***%***
SC1	1,505,998	1,410,766	315 ± 115	97.4	1.7	0.63
SC2	654,380	594,219	289 ± 111	95.3	3.1	2.0
SC3	733,305	648,435	268 ± 109	93.9	2.7	0.85
YC1	1,322,008	1,233,425	288 ± 105	94.8	2.7	0.90
YC2	726,603	685,135	312 ± 113	96.1	1.7	0.53
YC3	1,529,004	1,372,930	227 ± 84	95.4	2.9	1.4
YF1	1,501,857	1,415,995	292 ± 103	95.1	2.7	1.7
YF2	1,411,966	1,309,781	318 ± 111	94.8	3.0	2.2
YF3	1,349,259	1,088,138	236 ± 100	92.3	3.6	0.94
All 9 libraries	10,734,380	9,758,824	282 ± 110	95.1	2.7	1.3

Non-unique reads map to more than one locus in the JGI Genome. The last column indicates the proportion of trimmed reads derived from the expression of rRNA genes in each library.

Trimmed reads derived from each library were aligned against the genome release using open-source GMAP software. GMAP is a splice-aware aligner that allows mapping of cDNA sequences against a reference containing introns and gaps [18]. Alignments were categorized into three groups consisting of uniquely mapped reads, non-uniquely mapped reads, and unmapped reads that could not be aligned to any locus in the reference and, in view of this difficulty, were not considered further in our analyses (Table 1). The vast majority of cDNA sequences in each library (92.3 - 97.4%) aligned to a single location in the reference but a small number (1.7 - 3.6%) mapped to multiple locations. We predicted that many of the non-uniquely aligned cDNA reads were expression products of genes with members sharing extensive sequence identity. Interestingly, a large fraction of these reads (109,624/263,015 reads or 42% across all libraries) mapped to a single region on scaffold 14 of the JGI release. A custom annotation for this region (Additional file 1: Figure S1) shows that it includes a tandem array of five duplicated ribosomal RNA gene clusters with 5.8S, 18S, and 25S rRNA genes present in each cluster. The array of rRNA genes is a conserved genomic feature that is also present in a similar arrangement on chromosome 2 of *Arabidopsis*[19]. This array of rRNA was useful in estimating the level of rRNA transcripts contributing to our cDNA libraries prepared from polyadenylated mRNAs. On average, only 1.27% of the reads in each library were derived from rRNA (Table 1), indicating that a vast majority of sequences were derived from mRNAs.

Genomic studies of geographically disparate accessions of *Arabidopsis thaliana* have identified thousands of small genome-wide differences as well as more major genome rearrangements (http://www.1001genomes.org) [20]. For example, a fraction of the Col-0 reference genome is absent in the genomes of other accessions [21,22]. In our study, cDNA sequences were aligned to the draft genome assembly of the Shandong accession. Alignments of the Shandong-derived sequence reads (from SC1, SC2, and SC3) were well matched to the reference genome and only a small fraction (0.8-3.4%) of the total reads remained unmatched following alignment (Table 1). We expected that reads derived from the Yukon accession would find less frequent agreement with the draft genome due to polymorphisms between the accessions. However, using this genome-guided RNA-Seq approach, the libraries derived from cabinet-grown and the naturally occurring Yukon *Eutrema* performed as well as the Shandong libraries with, on average, only 2.4% of the total reads from these sources remaining unmatched (Table 1). This outcome is consistent with a high degree of similarity with respect to gene composition and sequence identity between the genomes of the two accessions.

### Expression of previously unannotated genes supported by Yukon *Eutrema* transcripts

A total of 26,351 *E. salsugineum* protein-coding loci were annotated by JGI using transcript evidence from 1.6 million 454 cDNA reads (http://www.phytozome.net/thellungiella.php). We reasoned that our *Eutrema* libraries comprising over 10 million reads would contain transcripts derived from non-abundantly expressed genes or environment-specific genes that have not yet been annotated. We used Cufflinks software in a reference-based transcript assembly approach [23] and found read support that enriched the existing complement of annotated genes by 665 loci. Between JGI and this study, there is transcript support for 27,016 loci, a number that compares well with 28,457 predicted genes in the BGI Shandong *E. salsugineum* genome release [13] and 28,901 protein-coding genes for the closely related *Eutrema parvulum* (also known as *T. parvula*) [24]. A summary of these newly annotated genes is presented in Additional file 2. A BLAST analysis of the 665 genes indicated that 344 (52%) have a match to an *Arabidopsis thaliana* gene and using Plant RefSeq and the *E. parvulum* databases we matched 34 more genes (http://ftp.ncbi.nlm.nih.gov/refseq/release/plant) [24]. This analysis left 287 (43%) genes of the 665 genes as unidentified based upon available information. 

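A gene was counted as expressed in a group when its RPKM was above 0 in at least 1 of the 3 plants. Of the 665 newly annotated genes, 539 were expressed in at least 1 of the 9 plants. Expression was found only in Yukon plants for 101 genes, with a median of 48 reads over the Yukon plants, and 5 of these genes rested on fewer than 3 reads. Only YF plants expressed 15 genes, with a median of 17 reads, and 3 of the 15 were read in all 3 YF plants. Only YC plants expressed 10 newly annotated genes and only SC plants 31. The YF-only gene with the highest mean was XLOC_016916 on scaffold 3 of the JGI genome, from 4,293,348 to 4,293,490, at 84.71 ± 18.88 RPKM (SD, n = 3 plants). The 20 reads recovered for this gene are too few to give this RPKM over its span, so its true reads were more. XLOC_017664 on scaffold 5, from 29,780 to 33,035, had a mean of 32.14 ± 50.66 RPKM (SD, n = 3) from 152 reads, a spread between plants larger than the mean. XLOC_010732 on scaffold 17, from 1,204,252 to 1,204,505, had a mean of 18.88 ± 16.25 RPKM (SD, n = 3) from 17 reads. Requiring a read in all 3 plants of a group moved the counts most, to 144 genes for Yukon plants only and 35 for YF plants only. Under this rule a gene read in fewer than 3 plants of another group counts as absent there. These sets therefore include genes with reads in other groups.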

Of the 665 newly annotated genes, expression associated with 101 was only detected in the Yukon-genotype transcriptomes of which 15 genes were only expressed in plants growing at the Yukon field site. Thus our RNA-Seq analysis of the Yukon accession that included plants found in the natural environment provided evidence for the expression of a number of genes in regions of the *E. salsugineum* genome for which transcript support was previously unavailable.

### Sequence polymorphisms in *Eutrema* accessions

We evaluated the extent of genetic diversity between the two accessions of *Eutrema* and among the Yukon laboratory and field plants. For this analysis we used a bioinformatics approach to identify SNPs and small insertions/deletions (InDels) in the RNA-Seq datafiles of our plant samples compared to the JGI reference genome sequence.

The mpileup function of SAMtools [25] was used to detect sequence differences within reads that aligned to a unique location in the JGI reference. At each candidate position, GATK [26] software identified SNPs and InDels for each library. This initial set of 92,814 SNPs and 15,060 InDels was then subjected to filters to eliminate the number of differences that might be attributed to sequencing errors. Custom Perl scripts eliminated SNPs supported by fewer than five sequence reads across nine libraries and InDels with an mpileup quality score less than 999. Polymorphisms detected at a frequency supported by less than 1% of informative reads were also excluded from further analysis. The resulting set of high quality polymorphisms comprises 74,550 two-allele SNPs (Additional file 3) and 1,429 two-allele InDels (Additional file 4). We anticipate that future *E. salsugineum* genome releases will position the current suite of genes onto improved physical maps. With this prospect in mind, we have provided 100 bp of genomic sequence flanking each polymorphism listed so that they can be more easily located within the present as well as future *E. salsugineum* genome releases (Additional file 3 and Additional file 4). While these polymorphisms were supported by the sequences of multiple reads, to ensure their accuracy we also subjected a group to testing by q-PCR and high resolution melting (HRM) analysis (Table 2). Of 40 loci containing accession-specific polymorphisms (33 SNPs and 7 InDels), HRM only failed to detect one polymorphism in an amplicon associated with a Class IV SNP (T → A, see Table 2). Efforts to sequence this locus using traditional Sanger sequencing also failed so the status of this single SNP was unresolved for technical reasons. Thus our computational strategy identified SNP and InDel polymorphisms accurately enabling us to use the 74,550 SNPs to evaluate both the distribution of polymorphisms among genes and the genetic diversity between the *Eutrema* plants used in this study.

**Table 2:** **A subset of *Eutrema *polymorphisms that differentiate the two accessions**

**Position of polymorphism**	**JGI*Eutrema*locus identifier**	**Base change(s) Yukon: Shandong**	**Coverage Yukon: Shandong**
Scaffold 1: 4,440,114	Thhalv10025531m	A:G	90:40
Scaffold 2: 6,032,225	Thhalv10014327m	A:G	167:93
Scaffold 2: 8,916,704	Thhalv10013555m	A:G	1180:335
Scaffold 3: 5,423,444	Thhalv10028955m	A:G	48:25
Scaffold 6: 2,15 9,339	Thhalv10003756m	A:G	48:26
Scaffold 6: 5,412,324	Thhalv10005526m	A:G	61:44
Scaffold 13: 7,815,985	Thhalv10021402m	A:G	134:89
Scaffold 13: 6,172,584	Thhalv10020197m	A:G	768:79
Scaffold 13: 5,369,287	Thhalv10020602m	A:G	72:50
Scaffold 16: 1,662,648	Thhalv10010065m	A:G	48:31
Scaffold 16: 1,475,722	Thhalv10010527m	A:G	70:31
Scaffold 19: 2,648,494	Thhalv10005990m	A:G	74:39
Scaffold 19: 944,324	Thhalv10005892m	A:G	1990:647
Scaffold 1: 7,216,530	Thhalv10024615m	T:A	67:107
Scaffold 10: 6, 554,603	Thhalv10016361m	T:A	100:51
Scaffold 13: 8,863,896	Thhalv10020900m	T:A	181:24
Scaffold 14: 4 221,543	Thhalv10027724m	T:A	62:52
Scaffold 15: 544,264	Thhalv10000015m	T:A	60:43
Scaffold 22: 987,812	Thhalv10001310m	T:A	63:46
Scaffold 5: 1,539,747	Thhalv10007601m	T:A	44:31
Scaffold 8: 1,169,845	Thhalv10023594m	T:A	53:21
Scaffold 1: 6,103,206	Thhalv10026365m	T:A	254:130
Scaffold 10: 8,782,193	Thhalv10017224m	T:A	58:34
Scaffold 10: 11,862,224	Thhalv10017066m	T:A	101:65
Scaffold 13: 3,668,845	Thhalv10021205m	T:A	94:97
Scaffold 16: 1, 960,564	not annotated	T:A	167:22
Scaffold 2: 4,381,656	Thhalv10013572m	T:A	135:125
Scaffold 2: 4,455,202	Thhalv10012443m	T:A	1006:198
Scaffold 2: 9,054,220	Thhalv10013543m	T:A	74:23
Scaffold 5: 6,470,821	Thhalv10009562m	T:A	22:82
Scaffold 5: 9,933,756	Thhalv10007762m	T:A	248:532
Scaffold 5: 11,358,486	Thhalv10008740m	T:A	51:48
Scaffold 1: 3,499,240 *	Thhalv10024883m	T:A	118:39
Scaffold 19: 1,451,367	Thhalv10006024m	TAA: -	6:23
Scaffold 20: 897,166	Thhalv10000834m	- :A	14:3
Scaffold 10: 2,975,499	Thhalv10016162m	- :TGAGTCTAG	41:35
Scaffold 13: 5,622,589	Thhalv10021362m	AA: -	32:22
Scaffold 16: 4,729,391	Thhalv10010831m	- :CAGTA	216:45
Scaffold 7: 1,061,288	Thhalv10011242m	- :GTGAATCTG	172:116
Scaffold 9: 674,593	not annotated	- :T	133:89

High Resolution Melting (HRM) was conducted on genomic DNA purified from single, cabinet-grown Yukon and Shandong plants. Position of the polymorphism on the JGI scaffold is indicated as well as its association with a gene locus in the JGI *Eutrema* genome release. Only one computationally predicted SNP (indicated by *) could not be confirmed by HRM. Coverage refers to the number of uniquely mapped sequencing reads aligning to a polymorphism-associated locus in each accession.

The ability to locate SNPs within individual genes allowed us to identify genes that contain a high number or density of SNPs. Of the 74,550 SNPs described, 9,087 fall within currently unannotated regions of the genome and the remainder (65,463 SNPs) were found within the 26,351 *Eutrema* genes annotated by JGI and the additional 665 genes annotated in this study (Additional file 2), yielding an average of 2.4 SNPs per gene across all of our transcriptomes. The 100 annotated loci exhibiting SNP densities in excess of 25 SNPs/kb are presented in Additional file 5. Loci with anomalously high SNP-density could be generated as artifacts through problems in genome assembly and/or improper read alignment of closely related genes to a scaffold position. However, the SNP-dense loci on this list are likely genuine given that they are supported by multiple reads and, as discussed below, they encode gene products similar to those identified as highly polymorphic in other studies.

The *Eutrema* orthologue of *SCAR2* (Thhalv10002989m.g) has a SNP density of 95.2 SNPs/kb and it is the locus with the greatest density of SNPs for which a function of the gene can be surmised. *SCAR2* is a gene whose product is implicated in regulating cytoskeletal activities involved in morphogenesis [27]. The locus with the highest total number of SNPs has 237 SNPs distributed among 32 exons (Thhalv10012578m.g - 75 SNPs/kb) and this gene encodes a putative calcium-transporting ATPase. In *A. lyrata*, polymorphism-dense genes encode calcium and magnesium transporters and metal-tolerance proteins that are implicated in this species’ ability to grow in soils featuring a low calcium-to-magnesium ratio termed serpentine [28]. The soil at the Yukon field site where *E. salsugineum* grows is serpentine [7], suggesting that SNP-rich genes like Thhalv10012578m.g should be evaluated for a role in the local adaptation of Yukon *Eutrema* to its natural habitat.

Genes exhibiting high levels of diversity are hypothesized by population theory to contain balanced polymorphisms that can indicate adaptive variation [29]. In a study of high-diversity genes differing between the Col-0 and L*er* accessions of *Arabidopsis*, Cork and Purugganan [30] described 29 loci of particularly high variation residing within three genomic regions. However, none of the 100 most SNP-rich *Eutrema* genes (Additional file 5) are orthologous to these *Arabidopsis* genes. To gain further insight into the possible biological functions represented by the 100 most SNP-dense genes, this list was subjected to a Gene Ontology (GO) analysis to identify categories enriched among these genes compared to the predicted coding capacity of the 27,016 annotated genes (Additional file 6) in the *Eutrema* genome. In this analysis only two categories were over-represented, namely “defense response” (*p* = 4.14 × 10^-9^) and “response to biotic or abiotic stress” (*p* = 1.75 × 10^-7^). A BLAST-based homology analysis against the Plant Resistance Gene Database identified 32 of the 100 most SNP-dense loci as putative *R* genes (http://prgdb.crg.eu/wiki/Main_Page) [31]. This is consistent with results of a recent genomic study of multiple *Arabidopsis* accessions noting that *R* genes were the group of genes exhibiting the greatest level of genetic variability across accessions [32] and *R* genes are known to be subject to local adaptation [33,34].

### Assessment of genetic diversity among *Eutrema* plants

We used the 74,550 SNPs to estimate the extent of genetic diversity among the *Eutrema* plants profiled. To increase the confidence of these comparisons we added another filter requiring that a minimum of two reads support a polymorphism between groups. Our rationale is that no decision regarding a SNP should be supported by a single read from one group of plants due to concerns regarding sequencing errors [35,36]. The number of SNPs differing between the JGI reference sequence and the SC, YC, and YF groups in all pair-wise comparisons is presented in Table 3. We expected and found the fewest SNPs between plants of similar genotype. There were 2,839 SNPs between the JGI genome sequence and the SC transcriptomes that we profiled and of these, 101 SNPs were unique to this comparison. Similarly, only 4,475 SNPs were found following a comparison between YC and YF transcriptomes. To provide a context for evaluating whether these types of comparisons represent a significant number of differences, we can compare our results to those of Ossowski et al. [37] who re-sequenced the Col-0 *Arabidopsis* line used in their laboratory and identified 1,172 SNP differences with respect to the TIGR version 5 Col-0 genome release. The authors highlighted that a significant fraction (82%) of the Col-0 specific SNPs discovered in their genome re-sequencing study could be reasonably attributed to errors in the reference sequence [37].

**Table 3:** **Genetic diversity between *Eutrema *groups**

**Groups compared**	**Total SNPs in comparison**	**SNPs unique to comparison**
JGI, SC	2,839	101
JGI, YC	52,732	3,289
JGI, YF	52,512	2,483
SC, YC	41,160	n/a
SC, YF	39,367	n/a
YC, YF	4,475	n/a

74,550 two-allele SNPs differentiate the plant groups and the JGI reference genome from each other. Some SNPs were also unique to only one two-way comparison. All SNPs were identified as variants of the JGI reference so n/a denotes that SNPs unique to comparisons between transcriptomes could not be identified. For inclusion, SNPs detected between groups of transcriptomes had to be supported by more than two SNPs per plant group.

We identified a large number of SNPs that distinguish the two accessions from each other, with the number found varying between 39,367 and 52,732 in different comparisons (JGI genome or SC versus YC or YF; Table 3). A total of 16,454 were accession-specific SNPs in that they are associated with only one allele in all four Shandong plants (JGI reference, SC1, SC2, SC3) and only one alternative allele in all six Yukon plants profiled (Additional file 3). There were also 240 InDels that delineated the Shandong accession from the Yukon accession (Additional file 4). In a related context, Gan et al. [32] calculated the number of SNPs supported by RNA-Seq reads that differed between the TAIR 10 Col-0 reference and their genome assemblies for 18 *Arabidopsis* accessions as ranging from 57,604 SNPs in Can-0 to 118,965 SNPs in Po-0. Thus the number of SNPs we identified as differing between the two *Eutrema* accessions in this RNA-Seq study falls within the number of SNPs identified as distinguishing various *Arabidopsis* accessions from Col-0.

Transcriptome profiling of multiple individuals by a reference-guided RNA-Seq approach provides adequate sequencing depth within coding regions to identify potential errors within the reference genome. The 101 Shandong-specific polymorphisms mentioned above could be genuine differences between closely related lines but they are also candidate loci that may represent errors in the JGI reference. We made use of the BGI Shandong *E. salsugineum*[13] reference genome and determined that, for 45% of the SNPs differing between the JGI genome release and the SC transcriptomes, the BGI reference sequence was identical to that of our SC transcriptomes. The remaining 55% of SNP-associated loci located in the BGI genome were in agreement with the JGI genome release [14]. Given that these SNP-associated loci were supported by multiple sequence reads in each of three Shandong plants profiled, these Shandong-specific SNPs merit closer scrutiny as possible errors within the current genome releases.

The Shandong plants and two of the cabinet-grown Yukon plants (YC1 and YC2) were products of lines subject to a single-seed descent procedure to increase their genetic similarity. The number of SNPs (2,839) distinguishing the SC plants from the JGI reference is consistent with an expectation of high genome sequence similarity (Table 3). In contrast, the plants at the Yukon field site were not subjected to deliberate homogenization strategies so we were surprised to find only 4,475 SNPs differing between the transcriptome sequences of cabinet-grown *Eutrema* (YC) and YF plants found growing in a natural Yukon habitat (Table 3). We have no reason to believe that three randomly selected plants from the field site in 2005 and plants we self-pollinated to create inbred lines in the laboratory beginning in 2002 share the same pedigree. However, factors conducive for the development of a reproductively isolated and genetically homogenous natural population include the self-fertile nature of this plant and the patchy distribution of salt flats in the Yukon.

We used the frequency of SNP heterozygosity within individual plants as a means to quantify the extent of genetic variation between the three groups of natural and cabinet-grown *Eutrema* plants. By this criterion, SNP heterozygosity ranged from 1.5% to 2.6% within plants in the SC group, 5.4% to 7.5% in the YC group and 5.6% to 7.0% in the YF group (Table 4). We believe that these are overestimates of heterozygosity because this metric assumes that each SNP is inherited independently. Nonetheless these results are similar to estimates of heterozygosity in populations of self-fertile *Arabidopsis thaliana* that average approximately 3% but can range from 1% to as high as 5% in some stands [38]. Of particular note, the heterozygosity of the YC3 individual that was deliberately not subjected to single-seed descent was 7.3% and thus comparable to estimates for the Yukon single-seed descent line (YC1, YC2) and the natural field plants (YF) (Table 4). The higher homozygosity within the Shandong plants (SC) may reflect a lower rate of outcrossing in the Shandong accession in comparison to the Yukon. However, the more likely explanation is that the Shandong *Eutrema* seeds we received were already inbred and we subjected them to multiple generations of single seed descent.

**Table 4:** Heterozygosity of individual plants

**Plant**	**Heterozygosity (%)**
SC1	2.6
SC2	1.5
SC3	2.5
YC1	7.5
YC2	5.4
YC3	7.3
YF1	7.0
YF2	8.1
YF3	5.6

For each plant, the percentage of SNPs present as heterozygous alleles compared to the total number of SNPs was calculated. YF1, YF2, and YF3 plants were randomly selected from the field site; YC3 was derived from a bulked pool of seeds collected at the field site; SC1, SC2, SC3, YC1, and YC2 were derived from single seed descent procedures.

The results shown in Table 3 provide an estimate of polymorphic differences between groups and support the conclusion that within-accession genetic variation is low. However, these comparisons reflect the pooled contributions of SNPs found in three individuals, making it possible that a single plant made a disproportionate contribution towards the estimated genetic heterogeneity. For example, while only 4,475 SNPs were identified between YC and YF transcriptomes, it is possible that the majority of those SNPs were due to differences in a single YF plant and this consideration would lead to a different conclusion about the genetic uniformity of the field plants. To assess the genetic diversity among the individuals within the three groups, we used a subset of SNP-associated loci from the 74,550 SNPs for which sequence coverage exceeded five reads in each of the three individual plants within a group. In this analysis we determined whether a given SNP-associated allele was shared (or not) by other plants within the group. The results of this analysis are shown in the Venn diagrams of Figure 1. The region of overlap in each of the Venn diagrams shows that the vast majority of SNPs were shared by all three plants within a given group (97.9% in YF, 98.9% in YC, and 99.6% in SC), indicating that the genetic diversity between individuals of a given group is very low. Within each group, Shandong plants had the fewest alleles associated with unshared SNPs (66 to 158) while field-grown Yukon plants had the most (328 to 678). We found no evidence that a single plant, whether in the field or the cabinet sample groups, had a disproportionate contribution of distinct SNP-associated alleles that were not shared by other plants in their respective group.

**Figure 1:**
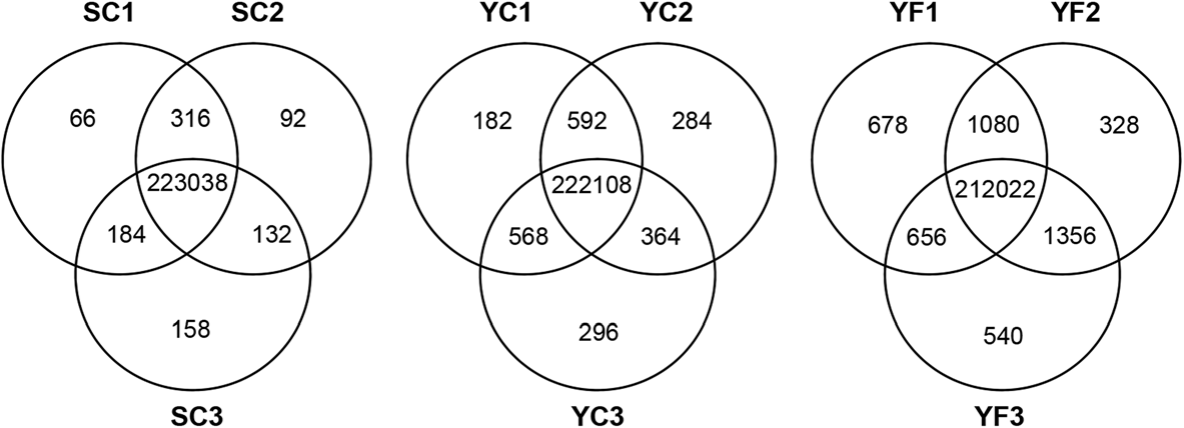
**Genetic diversity within *Eutrema *accessions.** Two-allele SNPs identified in this study were discriminated at a resolution of individual plants. Genetic diversity within groups was investigated by recording each SNP-associated allele as either homozygous or heterozygous in each plant. The number of SNP-associated alleles that were shared between plants of a particular group are indicated in the overlapping sectors of the Venn diagrams.

The genome-wide collection of polymorphisms that differentiate between the Yukon and Shandong *Eutrema* accessions given in Additional file 3 can be used to link allele frequency to traits associated with specific environmental conditions. Specifically, different accessions of *Eutrema* have been studied with the aim of identifying physiological and biochemical features associated with their adaptations to extreme environmental conditions [6,8,9,39]. With respect to the two accessions used in this study, the climate of Shandong Province is described as temperate and subject to monsoonal rains and that of the Yukon as semi-arid and subarctic. Thus the two accessions thrive on saline soils under otherwise contrasting environmental conditions, raising the prospect that the plants have common as well as distinct coping strategies to locally adapt to their respective habitats. As has been the case in studies of natural *Arabidopsis* accessions, the availability of SNPs that differentiate *Eutrema* accessions will facilitate the application of genetic approaches such as the analysis of recombinant inbred lines (RILs) or genome-wide association mapping of traits of interest [20].

### Patterns of global gene expression in *Eutrema* leaves

The number of expressed genes detected in each group was close, ranging from 18,977, in the YF group to 19,467 in the YC group (Figure 2). 

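Expression, an RPKM above 0 in at least 1 plant of the group, was found for 19,196 genes in SC, 19,468 in YC and 18,978 in YF plants. All groups expressed 17,304 genes (64.05% of 27,016). Only SC plants expressed 747 genes (2.77%), only YC plants 686 (2.54%) and only YF plants 629 (2.33%). The genes found in a single group were read rarely: 460 of the SC genes, 579 of the YC genes and 488 of the YF genes rested on fewer than 3 reads in the 3 plants together. These counts can be too high, since the recovered reads can be too low for genes read in few plants. For genes with so few reads absence from another group was not detectable at this depth. Reads were found in all 3 plants of the group for 181 of the SC-only, 21 of the YC-only and 48 of the YF-only genes. The counts per group and in all groups were most sensitive to the number of plants required. They fell to 15,576 genes in SC, 15,581 in YC, 15,341 in YF and 13,486 in all groups when a read was required in all 3 plants. Leaving out YC3 lowered the YC-only genes to 341, and leaving out YF3 lowered the YF-only genes to 379.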

The majority of expressed genes (17,303 or 64%) were expressed in all groups while the proportion of genes that were only detected in a single group was low (from 2.3% in YF to 2.8% in SC samples). The expression levels of all *Eutrema* genes in this study can be visualized using a “*Eutrema* eFP browser” at the Bio - Analytic  Resource  [40]  (http://bar.utoronto.ca/efp_Eutrema/cgi-bin/efpWeb.cgi). The transcript abundance associated with a given gene can be queried using either a *Eutrema* locus identifier (e.g. Thhalv10012839m.g) or an *Arabidopsis* locus identifier (e.g. At5g49740).

**Figure 2:**
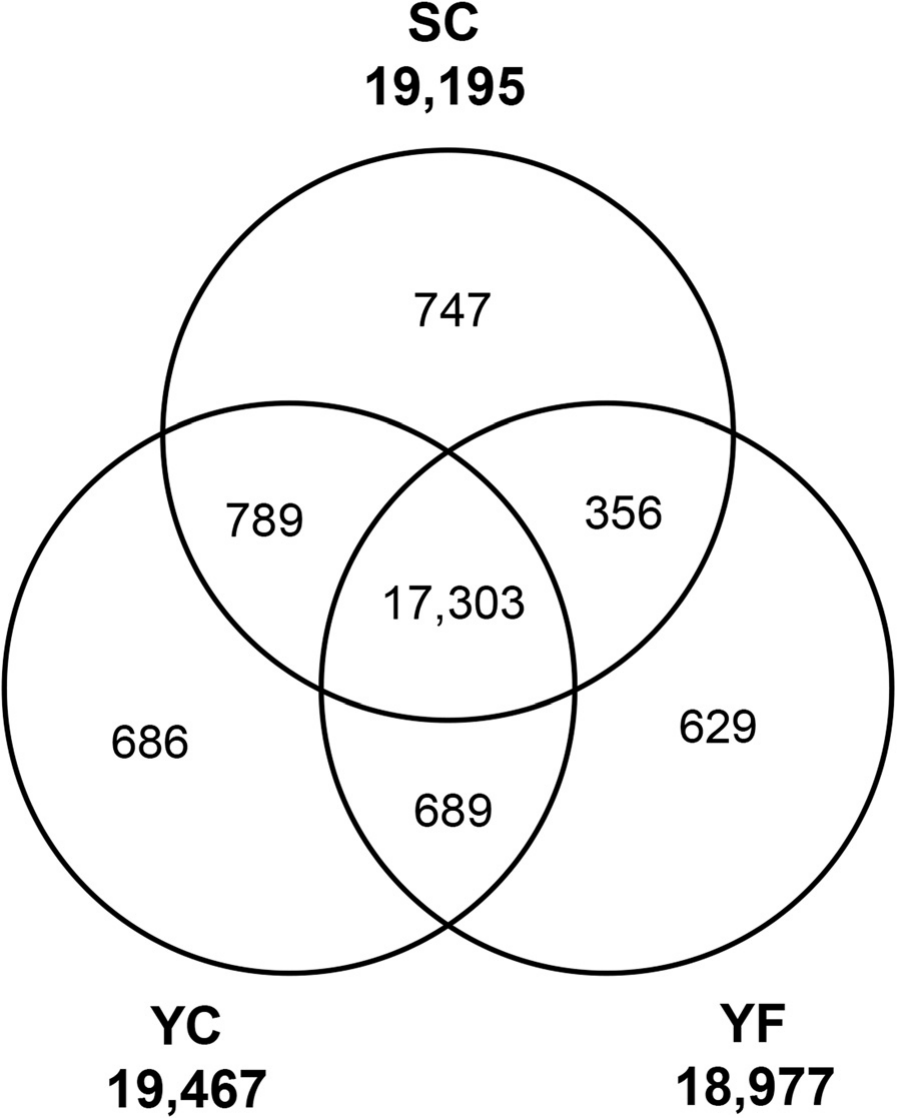
**Number of genes expressed in *Eutrema salsugineum *leaves.** Overlap in genes expressed between SC, YC, and YF plants is presented in Venn diagram form. The total number of genes expressed within each of the groups is indicated in bold text.

With the majority of genes expressed by all of the plants (Figure 2), we expected that the expression patterns between the transcriptomes from the nine *Eutrema* plants would show considerable overlap. However, we also hypothesized that plants found at the field site would exhibit greater variability in their gene expression patterns relative to plants grown in a controlled environment chamber. To explore sources of variance within the *Eutrema* transcriptomes we used principal component analysis (PCA), in which observations were the nine plants and variables were the normalized gene expression estimates for each of 27,016 *Eutrema* genes. Briefly, in PCA axes called principal components (PCs) are identified. The first PC corresponds to the axis of greatest variation and all PCs, including PC1, describe sources of variation that are uncorrelated to each other. These uncorrelated axes are linear combinations of the original variables and can be used to reveal sources of variance in the data set. The scree plot in Figure 3A shows that the first three PCs explain 95.6% of the total variance in the dataset with PC1 contributing 89.7%, PC2 4.2%, and PC3 1.7%.

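The log10(RPKM + 0.5) values of all 27,016 genes in the 9 plants were analysed with the libraries as variables, centred over genes, from their covariance matrix. PC1 held 89.64% of the variance, PC2 4.13% and PC3 1.72%, which sum to 95.49%. PC4 held 0.94%. Over the 9 fits that each left out 1 plant, the SD of the share was 0.302 for PC1, 0.361 for PC2 and 0.084 for PC3. The choice of genes moved the shares most within this form of the analysis: over genes with an RPKM of at least 5 in at least 3 plants, PC1 held 73.46%, PC2 12.56% and PC3 4.60%.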

**Figure 3:**
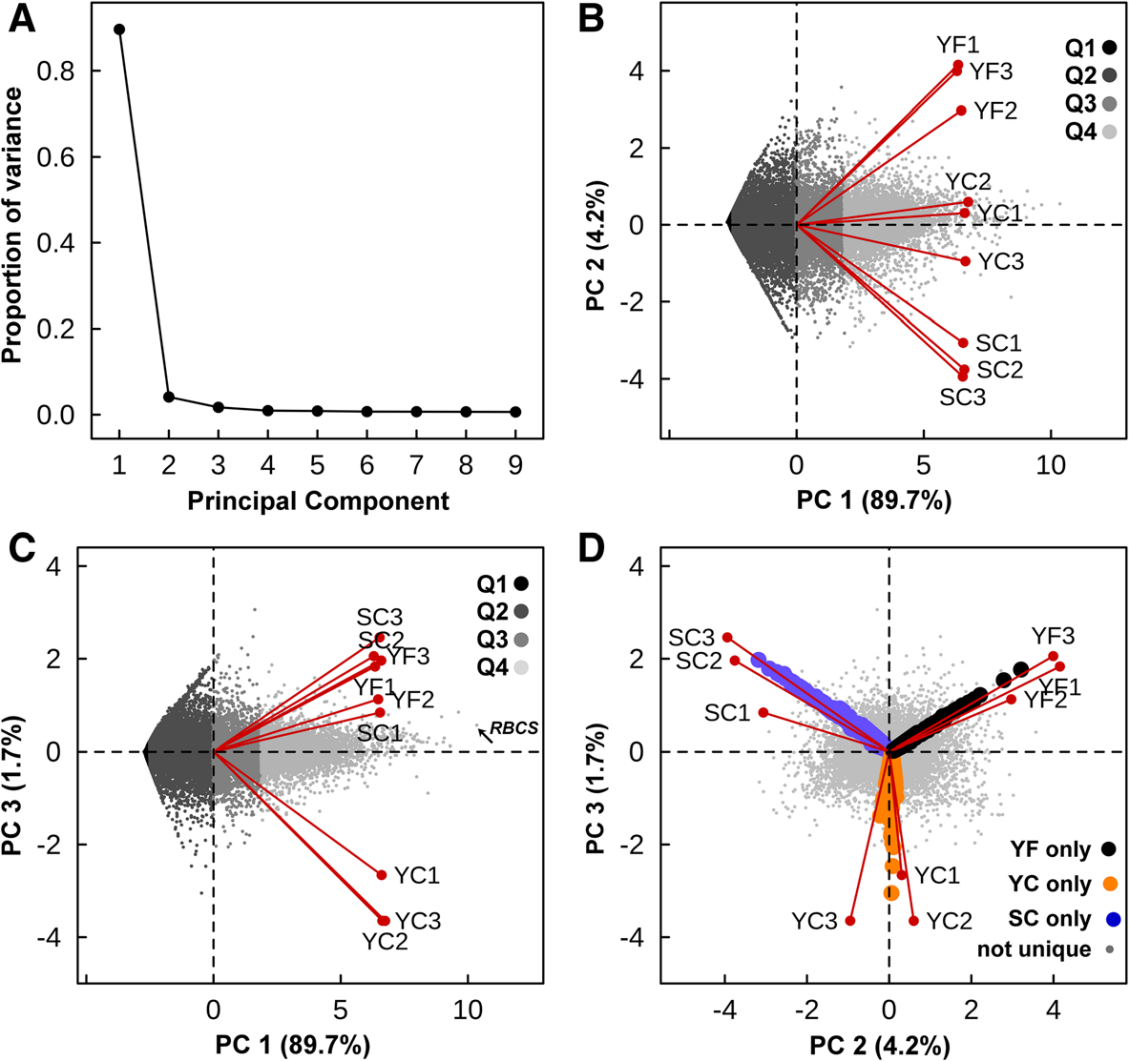
**Principal component analysis of global gene expression in nine *Eutrema *plants.** Expression estimates for 27,016 *Eutrema* genes in nine plants were log-transformed (see Methods) and subjected to PCA using a covariance matrix. **(A)** Scree plot illustrating the proportion of variance accounted for by each principal component. Scores and loading biplots of genes and cDNA libraries (red vectors) along principal components are shown in panels **B**, **C**, and **D**. **(B)** PC1 vs. PC2: Genes were divided into four equal bins (Q1 to Q4) according to their median expression level across all libraries and shaded to visualize relative expression level. Least abundantly expressed genes are black and most abundantly expressed genes are shaded light grey. **(C)** PC1 vs. PC3: Genes were divided into bins and indexed for expression level as described for **B**. **(D)** PC2 vs. PC3: ● gene expression detected only in YF plants; “orange circle symbol” gene expression detected only in YC plants; “blue circle symbol” gene expression detected only in SC plants. Genes represented by grey points were expressed in multiple plant groups.

To interpret the biological significance of the PCs we examined the scores (red points), which are the values of each of the nine plant cDNA libraries (observations) (Figure 3B,C). These biplots contain both the scores for the observations and loadings for the variables (Figure 3B,C). This approach allows us to identify genes having expression levels (greyscale points) that are highly positively or negatively correlated with a given PC. The extent of correlation between the expression level of a gene and a PC is indicated by the magnitude of their loadings as shown by the values on the PC axes. PC1 explains the majority of variance in the dataset (Figure 3A). 

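PC1 scores were 6.546, 6.593 and 6.529 in the 3 SC plants, 6.607, 6.744 and 6.636 in the YC plants and 6.350, 6.472 and 6.301 in the YF plants. The group means were 6.556 ± 0.033 in SC, 6.662 ± 0.072 in YC and 6.375 ± 0.088 in YF (SD, n = 3 plants each). Although all scores had the same sign and nearly the same size, the ratio of the variance between groups to that within groups was 13.52, which no other division of the 9 plants into groups of 3 reached (exact permutation test over 280 partitions, p = 0.003571, the smallest they allow). This ratio fell to 6.04 with a pseudocount of 0.1 RPKM and rose to 28.68 over genes with an RPKM of at least 5 in at least 3 plants. The paper takes the similar size of the scores, together with the loadings of abundant and unexpressed genes, as evidence that PC1 describes transcript abundance irrespective of the plant source.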

However, the scores for the nine plants for PC1 are similar. Expressed genes with high loadings for PC1 include Thhalv10019202m.g, the *Eutrema* orthologue of At5g38430, the locus encoding the ribulose bisphosphate carboxylase small subunit. 

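Thhalv10019202m.g, which the paper names RBCS, had a mean of 12,423 ± 5,249 RPKM over the 9 plants (SD), with a range from 6,945 to 20,293. Its mean was 10,358 ± 1,798 RPKM in SC, 8,012 ± 1,707 in YC and 18,898 ± 2,363 in YF plants (SD, n = 3 each). The log2 fold change of YF over YC was 1.25 (standard error 0.42, adjusted p = 0.071 from limma with Benjamini-Hochberg adjustment). It had the highest RPKM in 5 of the 9 plants, SC2, SC3, YC1, YF1 and YF3, and in the cabinet cauline library. In SC1, YC2 and YC3 the highest value was that of Thhalv10007795m.g (catalase 3), at 12,382, 7,447 and 9,570 RPKM. In YF2 it was that of Thhalv10027955m.g, another ribulose bisphosphate carboxylase small subunit gene, at 16,556 RPKM against 16,170 for Thhalv10019202m.g. Reads of such similar genes are uncertain, since only uniquely aligned reads were counted. The median over the 9 plants, in place of the mean, was 9,981 RPKM. Its PC1 loading was the largest of all genes.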

Not surprisingly, *RBCS* was the most abundantly expressed gene in every library at an average expression level of 12,425 reads per kilobase per million mapped reads (RPKM). In contrast, genes with low loadings for PC1 are those showing no or low expression in all plants. Taken together, these loading and score patterns suggest that PC1 describes transcript abundance irrespective of the plant source. To explore this interpretation, the median expression level across all transcriptome libraries was determined for each of the 27,016 genes (see Additional file 6) and then the expression levels were divided into four equal bins based upon their magnitude relative to the median. Genes located in each bin were assigned a different gray-scale shade, producing a discrete gray-scale distribution pattern along the PC1 axis. 

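Genes were divided into 4 equal bins of 6,754 genes by their median RPKM over the 9 plants. The mean PC1 loading was -0.1286 ± 0.0179 in the lowest bin, -0.0795 ± 0.0499 in the next, 0.0512 ± 0.0302 in the third and 0.1569 ± 0.0551 in the highest (SD over genes). The bins' median RPKM values were 0, 0.699, 9.18 and 36.38. No read was found in any plant for 5,816 genes, which shared a loading of -0.1391. Across genes, which are not independent replicates, Spearman's rho between the PC1 loading and the median RPKM was 0.9765. Pearson's r between the PC1 loading and the mean log10(RPKM + 0.5) was 1 after rounding. With libraries as variables, PC1 is thus in effect the mean expression, and the order of the bins is not a separate test. From this order of the loadings the paper reasons that PC1 reflects the level of transcript abundance.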

Genes whose expression was not detected in this study are variables with the lowest loadings for PC1 while genes showing increasingly higher expression levels have progressively higher loadings for PC1 (Figure 3B,C).

The score and loadings biplot of PC2 vs PC3 is shown in Figure 3D. The scores for the plants within each group cluster together but each group has distinct associations with PC2 and PC3. Scores for YF plants are positive for both PC2 and PC3. SC plants score negatively on PC2 and positively on PC3. YC plants cluster around zero on PC2 and score negatively on PC3. 

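On PC2 the scores were -3.063, -3.758 and -3.940 in the SC plants, 0.306, 0.598 and -0.949 in the YC plants and 4.156, 2.972 and 3.993 in the YF plants. On PC3 they were 0.838, 1.961 and 2.461 in SC, -2.659, -3.647 and -3.646 in YC and 1.832, 1.125 and 2.057 in YF plants. The ratio of the variance between groups to that within groups was 91.96 on PC2 (exact permutation test over 280 partitions of the 9 plants, p = 0.003571) and 60.62 on PC3 (exact permutation test, p = 0.03214). Without YC3, which was grown in another year, the PC3 test over the 8 remaining plants gave an exact permutation p of 0.0214. A pseudocount of 5 RPKM gave the lowest PC2 ratio among the other settings with all plants, 70.42. From these positions the paper concludes that PC2 and PC3 hold most of the variance that distinguishes the groups.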

Thus together, PC2 and PC3 may explain a relatively small fraction of the total variance in the genome-wide expression data (Figure 3A) but they capture the majority of variance that distinguishes the plant groups from each other. Moreover, the clustering of the three individual plants within each group relative to the PC2 and PC3 axes (Figure 3D) is significant in that it highlights the similarity in overall gene expression shown by individual plants comprising each group. While we expected that intentionally inbred, cabinet-grown plants would show highly correlated patterns of gene expression, we did not anticipate that plants randomly chosen from a field population in the Yukon (YF1, YF2, YF3) would be so similar with respect to this property (Figure 3D). The leaf transcriptomes obtained from individual plants in a wild population of *Eutrema* were as comparable to each other as those obtained from plants grown under protocols designed to control genetic and environmental variability and optimize reproducibility.

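Across all genes, Pearson's r of log10(RPKM + 0.5) between plants of the same group was between 0.9252 and 0.9327 in SC, 0.9157 and 0.9366 in YC and 0.9313 and 0.9398 in YF. Between groups it was 0.8637 to 0.9035 for SC and YC, 0.8111 to 0.8657 for SC and YF and 0.8556 to 0.908 for YC and YF. Genes are not independent replicates, so no p was attached to these values. The Euclidean distance of each plant to the mean of its group was 29.71 ± 0.89 in SC, 30.36 ± 2.34 in YC and 27.70 ± 1.02 in YF (SD, n = 3 plants each). The mean distance in YF minus that in YC was -2.66 (exact permutation test, p = 0.2), and minus that in SC it was -2.01 (exact permutation test, p = 0.2). The smallest p that 3 plants against 3 allow is 0.1. After dividing each library by its median-ratio factor these differences shrank to -0.703 and -0.187. With every library thinned to 532,105 reads, the mean distance was 32.10 ± 1.06 in SC, 34.57 ± 2.23 in YC and 33.79 ± 1.12 in YF (SD, n = 3 each). From the similar spread of the groups the paper concludes that plants of the wild population were as alike as plants grown under controlled conditions.

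**Figure D1:**
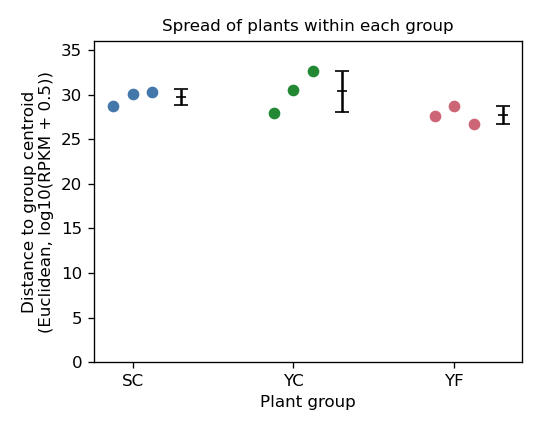
Euclidean distance of each plant's log10(RPKM + 0.5) profile to the mean of its group, over 27,016 genes, with points for plants and bars for the mean and SD of 3 plants per group. YF plants lie between 26.75 and 28.79, SC plants between 28.70 and 30.34 and YC plants between 27.95 and 32.61.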

In contrast to PC1, the biological interpretation of the PC2 and PC3 axes is more complex given the large number of genes expressed, the low factor loadings associated with the majority of these genes and the fact that relatively few genes are strongly associated with PC2 and/or PC3. To address this challenge we used a variety of approaches to infer the biological meaning of PC2 and PC3. Thus we identified differentially expressed genes (DEGs) and used this information to group SC, YC, and YF plants on the basis of similar and contrasting patterns of gene expression. We also plotted the PC scores as norms of reaction plots and the DEGs as heat maps to facilitate comparisons between the transcriptomes and help identify and interpret patterns associated with the PCs and expressed genes. Finally, we categorized DEGs using GO slim terms in order to associate the gene products with putative biological functions.

### Accession- and location-associated patterns of gene expression in *Eutrema*

Our biological interpretation of the significance of PC2 and PC3 comes, in part, from examining the class of genes that were only found to be expressed in a single group of plants (Figure 3D). Loadings for these genes are highly correlated with the scores for each of the YF, YC, and SC plant groups. 

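Of the 747 genes found only in SC plants, 746 had a negative PC2 and a positive PC3 loading, the signs of the SC scores. All 629 genes found only in YF plants had positive loadings on both components. Of the 686 genes found only in YC plants, 563 had a positive PC2 and a negative PC3 loading and 123 had negative loadings on both. Most of these genes rested on few reads, with a median over the 3 plants of 2 recovered reads for the SC genes and 1 for the YC and the YF genes. Recovered reads can be too low for such genes. Values in 1 group alone set the loadings of these genes, so the signs follow largely from how the genes were chosen. The paper uses these loadings to assign a meaning to PC2 and PC3.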

With transcriptomes obtained from individual *Eutrema* plants within each group being similar, we expected that meaningful patterns could be discriminated among the DEGs. We used DESeq [41] to identify DEGs in pairwise comparisons between the three groups of plants with the three transcriptomes of plants within each group treated as biological replicates. 

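The design set before the deposited RPKM values were seen was a linear model on the log scale, and no model for read counts such as DESeq was run on the reads recovered from them. Differential expression was tested with limma on log2(RPKM + 0.5) in a single fit of the 3 group means to all 9 plants, with the variance trended on mean expression. The test covered the 18,029 genes with an RPKM of at least 1 in at least 3 plants, and a gene was called when its Benjamini-Hochberg adjusted p was under 0.05 in the comparison. Fold changes are of the second group named over the first. The labels give the 3 plants of each group the numbers 1 to 3, and the pairing across groups was taken from these labels alone. Deviations from the group means of plants with the same number had a mean correlation across genes of -0.0045, against 0.0023 for plants with different numbers (exact permutation test over 36 arrangements, p = 0.5833). The main fit therefore had no replicate block.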

Gene expression estimates for all DEGs in each plant as well as their patterns of differential regulation are presented in the three tabs of Additional file 7.

A total of 2,989 genes, or only 11.1% of the annotated *Eutrema* genome, were identified as differentially expressed (Table 5). 

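In the 3 comparisons together 5,389 genes were called differentially expressed, 29.9% of the 18,029 genes tested and 19.95% of the 27,016 annotated genes. Of the settings with all 9 plants, a fit without the variance trend moved the total most, to 4,678 genes, and the replicate block, which pairs plants by the number in their label, gave 4,846. Over the fits that each left out 1 plant the total ranged from 3,695 to 5,211. The paper's list for the SC and YC comparison held 508 genes, and 446 of them were also called here, all in the direction the paper gives.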

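Between SC and YF plants 4,704 genes were called, 87.3% of all DEGs, of which 3,139 were higher in SC and 1,565 higher in YF. With the replicate number as a block, a pairing taken from the labels, this was 4,332 genes, a fit without the variance trend gave 4,190, and leaving out 1 plant at a time gave from 3,248 to 4,875. After median-ratio scaling of the libraries 2,193 genes were higher in SC and 2,211 higher in YF. The largest change was that of Thhalv10009029m.g (orthologous to At5g05020, a pollen Ole e 1 family protein), at 306.58 ± 118.99 RPKM in SC, 71.77 ± 61.39 in YC and 0 in YF plants (SD, n = 3 each). Its log2 fold change was -9.17 (standard error 0.66, adjusted p = 1.54e-05 from limma with Benjamini-Hochberg adjustment). XLOC_004731 on scaffold 10, from 1,998,501 to 1,999,807, was read only in SC plants, at 277.18 ± 39.33 RPKM, a log2 fold change of -9.11. Thhalv10026318m.g rose from 0.64 ± 1.11 RPKM in SC to 505.26 ± 387.19 in YF (SD, n = 3 each), a log2 fold change of 8.80 (standard error 1.64, adjusted p = 0.0032 from limma with Benjamini-Hochberg adjustment).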

The largest number of DEGs observed was between SC and YF transcriptomes (at 2,696 genes or 90% of all DEGs), a comparison involving genotype and location (Figure 4A). 

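Between SC and YC plants 895 genes were called, 16.6% of all DEGs, with 474 higher in SC and 421 higher in YC. Leaving out 1 SC plant reversed this order, to 194 and 389 without SC1, 100 and 202 without SC2 and 90 and 212 without SC3. In those fits genes read in SC plants alone cannot pass the expression filter, which needs 3 plants. The stricter filter gave 380 and 388. Fits without a YC or YF plant kept more genes higher in SC. Between YC and YF plants 2,629 genes were called, 48.8% of all DEGs, with 1,857 higher in YC and 772 higher in YF. With the replicate block, whose pairing comes from the labels, the counts were 740 and 2,157. Fitting only the 2 groups compared gave 646 and 1,531, the largest shift among settings with all plants of both groups. After median-ratio scaling 1,284 of 2,299 genes in the YC and YF comparison were higher in YF. XLOC_004731 had the largest change between SC and YC, from 277.18 ± 39.33 RPKM (SD, n = 3) to 0, a log2 fold change of -9.11 (standard error 0.43, adjusted p = 2.31e-06 from limma with Benjamini-Hochberg adjustment). Thhalv10002119m.g (orthologous to At1g24148), on scaffold 12 from 1,038,061 to 1,039,316, went from 188.78 ± 102.71 RPKM to 0. Thhalv10021355m.g (orthologous to At5g03480, an RNA-binding protein) went from 120.97 ± 29.35 RPKM in SC to 0 in YC and was 52.77 ± 17.55 in YF plants. Between YC and YF, Thhalv10019214m.g rose from 0 to 187.3 ± 25.1 RPKM (SD, n = 3), a log2 fold change of 8.54 (standard error 0.44, adjusted p = 1.37e-05 from limma with Benjamini-Hochberg adjustment). Thhalv10014753m.g rose from 0 to 277.96 ± 360.58 RPKM, with a wide spread between YF plants. Thhalv10010019m.g (orthologous to At1g13260, related to ABI3/VP1 1) fell from 182.53 ± 85.06 to 0.60 ± 0.54 RPKM. In the cabinet cauline library (no replicates) this gene had 9.72 RPKM from 2 reads, so leaf type may account for part of its fall. Thhalv10019214m.g and Thhalv10014753m.g had no read there, as in YC plants.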

The number of genes differentially expressed between plant groups varying by genotype only was less than half (SC vs. YC = 508 genes or 17% of all DEGs) of the number distinguishing the plant groups that varied with respect to location but not genotype (YC vs. YF = 1,138 genes or 38% of DEGs).

**Table 5:** DEGs are categorized into discrete patterns of gene expression

**Category**	**Significant comparisons**	**Determinants for significance**	**Genes involved*(n)***	**Symbols for Figure**4**(B, C, D)**	
1	1	SC > YF	793	**▸**	Red
2	1	YF > SC	604	**◂**	Green
3	1	YC > YF	92	**■**	Orange
4	1	YF > YC	109	**●**	Green
5	1	YC > SC	40	▲	Blue
6	1	SC > YC	31	▼	Purple
7	2	YF > SC, YF > YC	586	**▹**	Blue
8	2	SC > YF, YC > YF	297	**◃**	Magenta
9	2	SC > YC, SC > YF	265	■	Yellow
10	2	YC > SC, YF > SC	118	**◯**	Blue
11	2	YC > SC, YC > YF	15	△	Purple
12	2	SC > YC, YF > YC	6	**▽**	Brown
13	3	SC > YC > YF	18	**⊗**	Blue
14	3	SC > YF > YC	3	**⊕**	Red
15	3	YF > YC > SC	8	**⊠**	Magenta
16	3	YF > SC > YC	3	**⊞**	Brown
17	3	YC > SC > YF	1	**⊡**	Black

The DEGs presented in Figure 4 are sorted into 17 distinct categories according to the significance of differential gene expression between the three groups of plants. For instance in Category 1, expression of 793 genes was significantly higher in SC plants than in YF plants but expression of these genes was not significantly different between SC and YC or between YC and YF.

**Figure 4:**
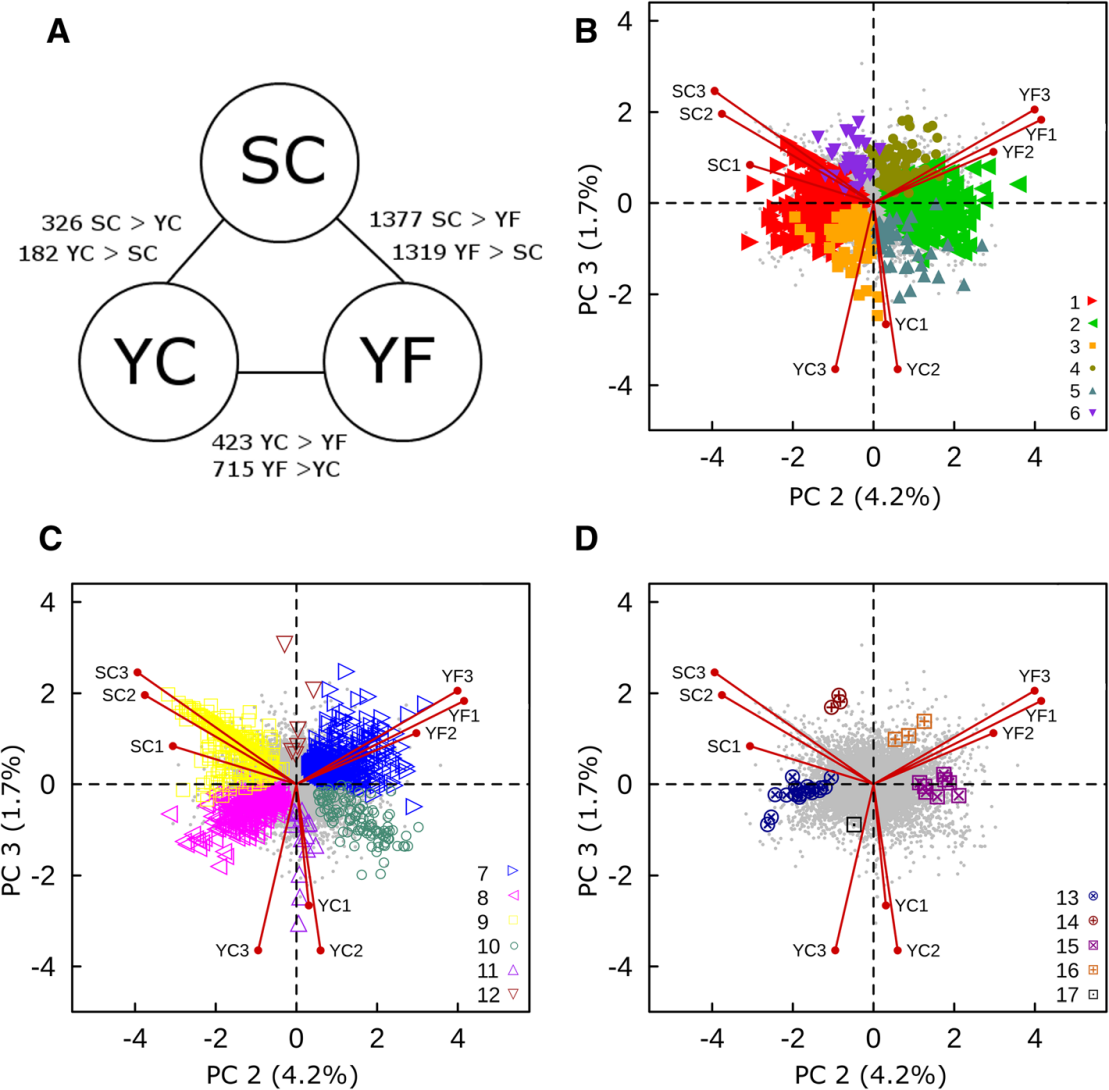
**Influence of genotype and location on *Eutrema *gene expression. (A)** Number of genes up- or down-regulated in pair-wise comparisons between Shandong cabinet (SC), Yukon cabinet (YC), and Yukon field (YF) plant groups. 2,989 DEGs are indicated on PCA biplot (PC2 vs. PC3) using the 17 categories described in Table 5. Genes not differentially expressed are plotted as grey points and DEGs are shown in color and grouped as follows: **(B)** Genes in Categories 1 to 6, which are differentially regulated between a single, pair-wise comparison of the three plant groups, **(C)** Genes in Categories 7 to 12, which are differentially regulated in two pair-wise comparisons and **(D)** Genes in Categories 13 to 17 representing genes differentially regulated in all three possible pair-wise comparisons between plant groups.

The 2,989 DEGs were assigned to one of 17 non-overlapping categories following pair-wise comparisons between the plant groups (Table 5). 

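The calls placed 2,646 genes in Categories 1 to 6, 2,647 in Categories 7 to 12 and 91 in Categories 13 to 17. A further 5 genes were called with a combination of directions outside the 17 categories. Category 1 held 1,376 genes, Category 7 568 and Category 8 1,364. After median-ratio scaling Category 7 held 947 genes and Category 8 763. Fitting only the 2 groups compared changed the number called in a single comparison most, to 3,305, and a stricter expression filter, an RPKM of at least 5 in at least 3 plants, gave 2,372.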

Most of the genes showed a statistically significant expression difference from a single, pair-wise comparison between two of three plant groups (1,669 genes; Categories 1 to 6 on Table 5). The second most frequent scenario was genes whose differential regulation proved significant in two pair-wise comparisons (1,287 genes; Categories 7 to 12 on Table 5). A third, smaller set of genes (33), had transcript expression levels for each of the plant groups that were significantly different from each other (Categories 13 to 17 on Table 5).

Our PCA analysis shown in Figure 3D indicated that PC2 and PC3 best described the sources of variance between the three plant groups. In Figure 4B-D the PC2 versus PC3 biplots are redrawn with genes highlighted using colored symbols representing their DEG categories (Table 5). The DEGs shown on the biplots are not randomly distributed in that symbols relating to the different categories are grouped in discrete zones around the origin. This organization is best exemplified by the zonation seen in Figure 4C, showing the DEGs of Categories 7 through 12. The up-regulated genes of YF relative to both SC and YC (Category 7 ) have positive loadings on both PC2 and PC3 axes. 

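All 568 genes of Category 7 had positive loadings on PC2, with a mean of 0.1107 ± 0.0558, and on PC3, with a mean of 0.0639 ± 0.0404 (SD over genes). Of the 1,364 genes of Category 8, 1,315 had negative loadings on both components, with means of -0.0852 on PC2 and -0.0454 on PC3. All 349 genes of Category 9 had a negative PC2 and a positive PC3 loading, and 273 of the 276 genes of Category 10 had a positive PC2 and a negative PC3 loading. Calls and loadings came from the same 9 plants, so they are not independent. The paper reasons from these zones that PC2 and PC3 capture the main differences between the plant groups.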

In contrast, the down-regulated genes of YF relative to the other samples (Category 8 ) have negative loadings for both PC2 and PC3. This arrangement of DEGs around the origin is recapitulated for the remaining Categories (9  and 10 ◯, 11 and 12). Categories 11 and 12 describe genes that are differentially regulated in YC plants relative to both SC and YF plants and their loadings are associated primarily with PC3 and negligibly with PC2. 

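The 64 genes of Category 11, higher in YC than in SC and YF plants, all had negative PC3 loadings, with a mean of -0.1434 ± 0.0880, against 0.0154 ± 0.0207 on PC2 (SD over genes). The 26 genes of Category 12, lower in YC plants, all had positive PC3 loadings, with a mean of 0.1746 ± 0.0599, against 0.0082 ± 0.0338 on PC2. From such loadings the paper reasons that PC3 describes differences in gene expression in YC plants.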

Figure 3D reiterates the association between YC and PC3 in that genes expressed only in YC plants and genes more highly expressed in YC1, YC2, and YC3 plants are all strongly associated with PC3.

Analogous observations provide insight into the variance associated with PC2. In Categories 1  and 2 (Figure 4B), DEGs are defined by significant expression differences between YF and SC plants. In Figure 4D (Categories 13  and 15 ), YF and SC transcript expression is significantly different whereas the expression level for genes in YC plants is intermediate between YF and SC plants. In both of the above instances PC2 explains a source of variance in gene expression between the SC (more negative PC2) and YF (more positive PC2) transcriptomes that is not influenced by YC transcriptomes. Conversely, PC3 explains a source of variation uncorrelated to PC2 that describes differences in gene expression in YC plants. Both the zonation of DEGs around the origin of PC2 and PC3 (Figure 4B-D) and the distribution of the scores, including their correlation within plant groups, emphasizes that PC2 and PC3 capture the main sources of variance between the plant groups despite their minor contribution (5.9%) to the total amount of variance in the dataset.

The associations between PC scores and transcriptome source can also be displayed as norm of reaction plots (Figure 5), with measures for the Yukon plants in growth cabinet and Yukon field, and measures for Shandong plants in growth cabinet. The plot of PC1 scores (Figure 5A) shows no variability among the nine genome-wide transcription profiles tested. 

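On PC1 the SC and YC plants in the cabinet had mean scores of 6.556 ± 0.033 and 6.662 ± 0.072, and the YF plants in the field 6.375 ± 0.088 (SD, n = 3 plants each). Every YF plant scored below every cabinet plant, and the groups differed in an exact permutation test over 280 partitions of the plants (p = 0.003571). Median-ratio scaling of the libraries lowered the ratio of the variance between groups to that within groups from 13.52 to 6.69. From the plot of PC1 scores the paper concludes that PC1 shows neither genetic variability nor a response to the environment.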

This demonstrates the lack of genetic variability between accessions or in response to the environment between transcriptomes with respect to PC1. In contrast, plots of PC2 and PC3 scores show differences in transcriptome patterns between the plants within the cabinet indicating genetic differentiation, between accessions and between the Yukon plants grown in the field and Yukon plants grown in the cabinet, indicating phenotypic plasticity. For PC2, SC and YF scores were the most different with YC scores intermediate of SC and YF. 

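PC2 scores of SC plants averaged -3.587 ± 0.463 and those of YC plants -0.0149 ± 0.822 (SD, n = 3 plants each), a difference of 3.572. Every YC plant scored above every SC plant (exact permutation test, p = 0.1, the smallest that 3 plants against 3 allow). With a pseudocount of 5 RPKM the difference was 2.200, and with 0.1 RPKM it was 4.589. Without YC3, which was grown in 2006 and not with the other cabinet plants in 2010, the difference was 4.162 (exact permutation test, p = 0.2). From this difference under common cabinet conditions, the paper reasons that the accessions differ genetically in the expression patterns of PC2.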

PC2 scores from transcriptome profiles of SC and YC plants grown under common cabinet conditions are significantly different, indicating the two accessions differ genetically in the gene expression patterns contributing to PC2. 

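The mean PC2 score of YF plants was 3.707 ± 0.642 (SD, n = 3 plants), higher by 3.722 than that of YC plants and by 7.293 than that of SC plants (exact permutation test, p = 0.1 for each, the smallest possible). No YF score overlapped a YC score. Leaving out 1 plant at a time gave differences between YF and YC from 3.159 to 4.475. From the difference within the Yukon accession the paper concludes that its gene expression is plastic in response to the environment.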

However, PC2 scores also differ in global transcription patterns between YC and YF samples indicating that Yukon plants show plasticity in gene expression associated with PC2 in response to the environment. Interestingly, for PC3 the SC and YF scores are the same but YC and YF scores are significantly different, as are those for SC and YC. 

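Mean PC3 scores were 1.753 ± 0.831 in SC, -3.317 ± 0.570 in YC and 1.671 ± 0.487 in YF plants (SD, n = 3 each). YF plants exceeded YC plants by 4.988 and SC plants exceeded YC plants by 5.071 (exact permutation test, p = 0.1 for each, the smallest that 3 against 3 allow). The YF minus SC difference was -0.0823 (exact permutation test, p = 0.9), far smaller than the spread between plants. Its sign depended on the pseudocount, since 0.1 RPKM gave 0.3353 (exact permutation test, p = 0.6). PC3 is uncorrelated with PC2 by construction, and YC plants lay midway between SC and YF plants on PC2. Close SC and YF means on PC3 therefore follow largely from the PC2 positions and are not a separate result. The paper concludes from the SC and YC scores that genetics is a source of variation on PC3 too.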

Thus PC3, like PC2, shows genetics as a source of variation between SC and YC transcriptomes, but many expressed genes with high loadings on PC3 do not differ between SC and YF samples. Additional file 8 is a list of the 50 expressed genes with the greatest loadings contributing to the negative position of YC scores relative to YF and SC scores for PC3. 

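All 50 genes of the list were the 50 with the most negative PC3 loadings, and all had a higher mean RPKM in YC than in SC and YF plants. For 38 of them every YC plant was above every SC and YF plant. The median of the genes' mean RPKM was 26.62 in YC, 0 in SC and 0.827 in YF plants. No read was found in SC or YF plants for 10 genes. In 2 genes a single YC plant held over 90% of the summed YC RPKM. The plant with the highest value was YC1 for 14 genes, YC2 for 17 and YC3 for 19. Of the 50 genes, 43 were called in at least 1 comparison with limma and 19 fell in Category 11.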

A common attribute of genes on this list is that they show comparatively higher average transcript levels for YC samples relative to the low (or no) detected expression for the same genes in YF and SC samples.

**Figure 5:**
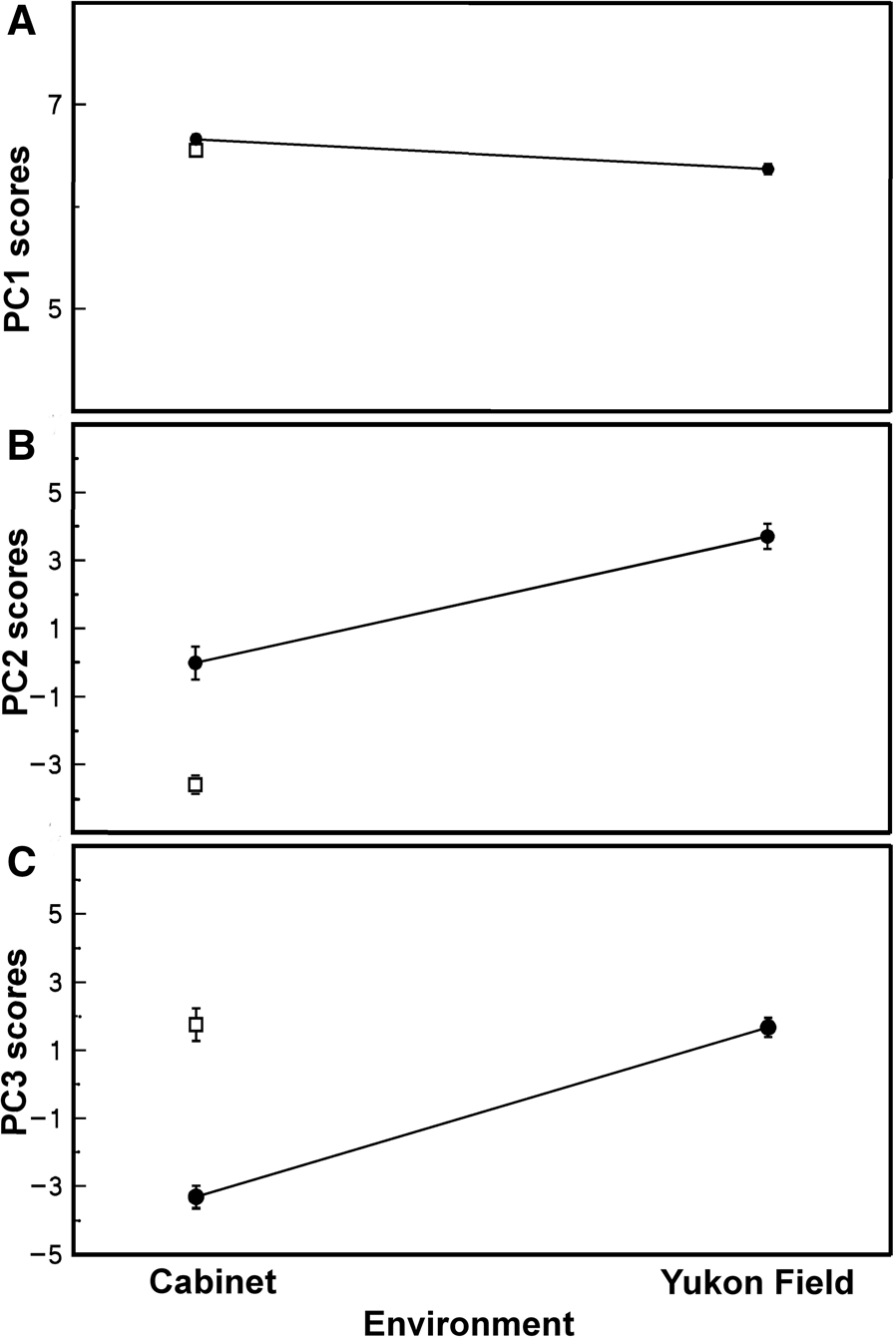
**Norm of reaction plots of PC scores. (A)** PC1 scores, **(B)** PC2 scores and **(C)** PC3 scores are shown as a function of environment. The means ± SE of the PC scores for each of the 9 libraries are plotted as a function of growing environment, cabinet and Yukon field. Shandong (⊡), Yukon (●).

Phenotypic plasticity has been reported for Yukon field and cabinet plants with field plants largely void of rosette leaves and cabinet plants rarely having cauline leaves [7]. This morphological difference between field and cabinet phenotypes precludes selective sampling of either cauline or rosette leaves from both sources. Thus the differences seen between YC and YF gene expression shown by PC3 could arise from developmental differences between cauline leaves of field plants and rosette leaves of cabinet-grown plants. To address this possibility, we prepared a transcriptome from cauline leaves of flowering bolts removed from cabinet grown Yukon plants. 

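A single library was made from cauline leaves of cabinet-grown Yukon plants, so its values have no replicates. The authors processed it as they did the other libraries, and its deposited RPKM values rest on 201,160 reads. At this depth 1 read on a gene of 1 kb is 4.97 RPKM and 3 reads are 14.9 RPKM, and 15,045 genes had at least 1 read. The library was left out of the tests of differential expression and of the principal component analysis, and its scores were computed by projecting it onto the components of the 9 plants. For distances and clustering its log10(RPKM + 0.5) values were used as those of the other libraries.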

This sample was equivalent to the cabinet cauline leaf cDNA used as a control in comparisons with field samples for the microarray study reported by Guevara et al. [7]. Additional file 8 includes a column with transcript levels found for YC cauline leaves for comparison to the YC and YF expression values. For 38 of the 50 genes on this list, the transcript data shows that YC rosette and cauline leaves from cabinets share the same pattern of higher gene expression relative to YF and SC samples. 

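A gene was taken to share the YC pattern when its RPKM in the cauline library (no replicates) was above the mean RPKM of the SC plants and that of the YF plants. This held for 34 of the 50 genes. The median of the genes' RPKM in the cauline library was 18.62. Of the 16 genes without the pattern, 13 had no read in the cauline library. At their mean level in YC rosette leaves, 12 of these 16 genes would have given fewer than 3 reads and 7 fewer than 1. Over all 50 genes, 6.73 were expected to have no cauline read at that level if reads were drawn at random, and 13 had none (exact test, p = 0.0029). The projected PC3 score of the cauline library was -1.968, on the side of the YC plants. Requiring a value within or above the range of the YC rosette plants left 33 genes. The paper takes the shared pattern as evidence that PC3 describes leaves of cabinet-grown Yukon plants, whether cauline or rosette.

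**Figure D2:**
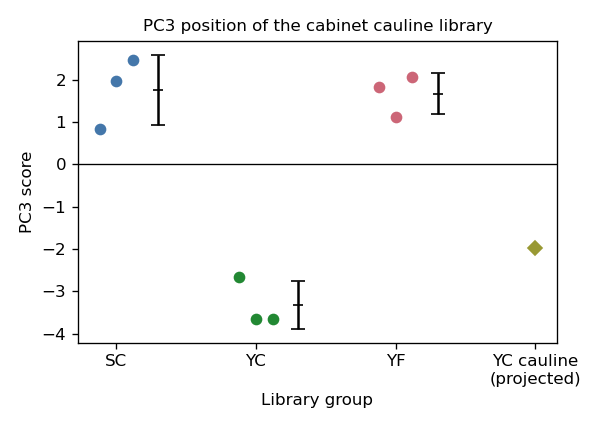
PC3 score of each plant (points) with the mean and SD of 3 plants per group, and the projected score of the Yukon cabinet cauline library (diamond, no replicates). The cauline library lies at -1.968, between the YC plants at -2.659 and below and the SC and YF plants at 0.838 and above.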

This observation supports the proposal that PC3 describes variation in gene expression of Yukon leaves of cabinet-grown plants (cauline or rosette) and that these genes are not co-expressed to nearly the same extent in leaves of SC plants in the same cabinet or Yukon plants in the field. The biological significance of the genes comprising this list is difficult to determine as many have either a poorly defined role in plants or no known biological function.

PCA of the entire expression dataset, comprised of 27,016 genes in all nine samples, demonstrated that transcriptome profiles of the naturally occurring Yukon plants were as similar to each other and as reproducible as the profiles of the chamber-grown plants (Figure 4B-D). Using the smaller subset of transcriptionally variable genes we assessed the extent of variability in DEG expression among plants within and between sample groups. We anticipated that more irregularities in the expression of DEGs might be observed in the field-grown plants compared to the plants grown in controlled conditions. Expression estimates for each of the 2,989 DEGs within the nine libraries were subjected to hierarchical cluster analysis (HCA) to visualize their expression patterns within and between groups.

The dendrogram at the top of the heat map shown in Figure 6 groups together the datasets obtained from replicate plants with the expression profiles from cabinet-grown plants (YC and SC) sharing the same node. The HCA shows that the sample group clustering separately from the SC and YC plants is the YF group, indicating that there are fewer correlations between the transcript abundance of DEGs in cabinet and field-grown plants than between the cabinet-grown plants of the two accessions (Figure 6). 

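Complete-linkage clustering of Euclidean distances between log10(RPKM + 0.5) values of the 5,389 DEGs joined the 3 plants of each group first. SC and YC then joined at a height of 46.86, and YF joined them at 64.51. The mean distance between a field and a cabinet plant was 52.9, against 42.94 between an SC and a YC plant, a difference of 9.96. These genes were selected by group, so the difference was tested over all 27,016 genes instead. There it was 7.104 (exact permutation test over 840 assignments of the labels, p = 0.0369). The field and cabinet pairs include those of SC and YF plants, which differ in accession as well as location and had a mean distance of 60.84 over the DEGs and 78.89 over all genes. YC and YF plants, of the same accession, had mean distances of 44.95 and 65.74, against 42.94 and 65.21 for SC and YC plants. Over all genes this difference of 0.53 between location and accession was within what other assignments gave (exact permutation test over 1,680 assignments, p = 0.898). Over the genes of the paper's SC and YC list alone the difference was -7.797. From the separate position of the YF group the paper reasons that cabinet and field plants share fewer correlations than the cabinet plants of the accessions do.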

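The YC and YF comparison gave 2,629 DEGs and the SC and YC comparison 895, a ratio of 2.937. The ratio was above 1 in all 20 settings computed, from 1.581 to 8.089. It was 2.915 with the replicate block, a pairing taken from the labels, and 2.37 when only the 2 groups compared were fitted. The paper sets the larger number beside the clustering as a further sign that field and cabinet plants differ more than the accessions do.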

This interpretation is also supported by our observation that a greater number of genes were identified as differentially expressed when YC and YF transcriptomes were compared (1,138) versus the SC and YC transcriptome comparison (508) (Figure 4A).

**Figure 6:**
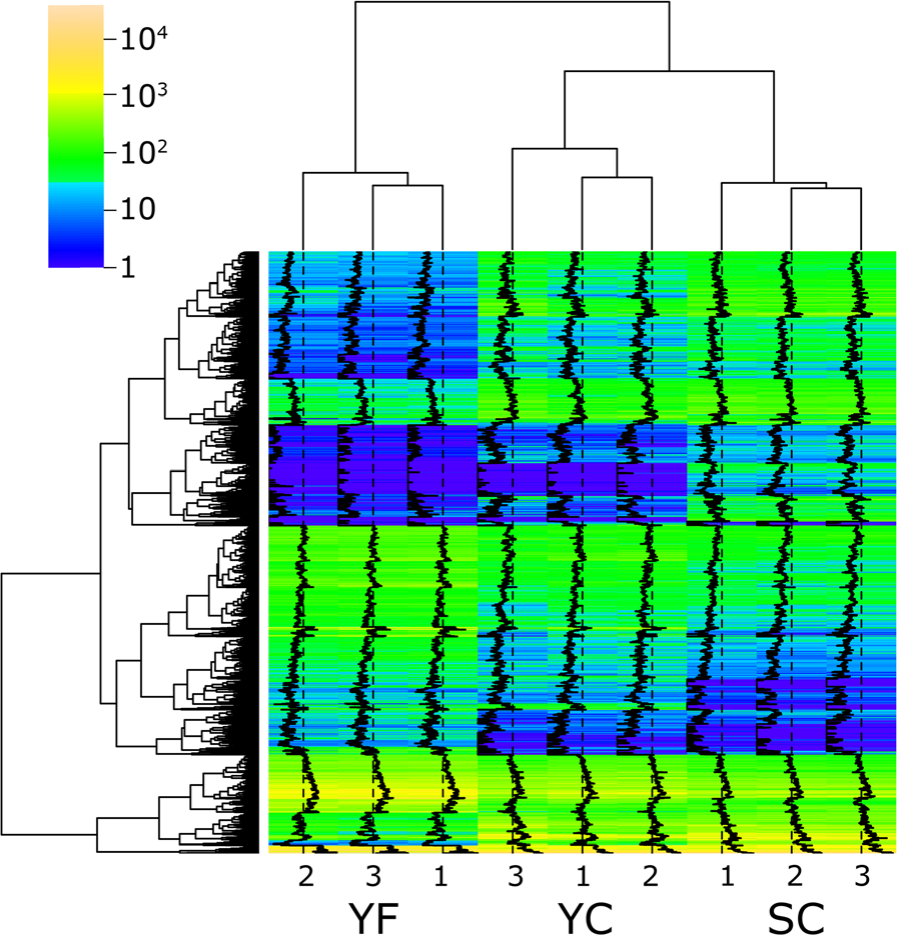
**Hierarchical clustering of genes differentially expressed in *Eutrema*.** Heat map of 2,989 differentially expressed genes generated using complete-linkage clustering of Euclidean distances between log-normalized expression values. Expression levels for genes in each cDNA library are represented as colors ranging from purple (little or no expression) to yellow (abundant expression). On the heat map, expression levels of DEGs in each library are also illustrated by black traces. Clustering at the level of individual libraries is represented by the dendrogram at the top of the heat map and clustering at the level of individual genes is presented at the left of the heat map. All nodes in the dendrogram had bootstrap probability and approximately unbiased *p-*values greater than 0.99.

The heat map of Figure 6 also includes “traces” indicating the normalized, log transformed expression level associated with each DEG. The traces show discernible differences in gene expression between the three groups of plants but they produce a nearly identical pattern within each of the groups. 

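Over the 5,389 DEGs, Pearson's r across genes between plants of a group was 0.9241 to 0.9437 in SC, 0.8833 to 0.9234 in YC and 0.9204 to 0.9465 in YF. Between groups it was 0.6175 to 0.7189 for SC and YC, 0.385 to 0.5131 for SC and YF and 0.6094 to 0.7675 for YC and YF. Distances within groups were 17.58 to 26.37 and between groups 38.75 to 64.51. The median SD of log10(RPKM + 0.5) over the 3 plants was 0.108 in SC, 0.135 in YC and 0.122 in YF. DEGs are selected for small differences within groups, so these values are not independent of the calls. From the uniform traces the paper concludes that field plants had an internally consistent pattern of expression.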

The heat map provides a visual means to demonstrate that expression of DEGs was very consistent within each group of three plants. Thus while the plants at the field site may show a pattern of gene expression that distinguishes them in a cluster apart from the cabinet-grown plants, the traces associated with DEGs from the YF sample group show an internally consistent pattern of expression despite having been selected randomly from a single natural site in their native Yukon habitat. As discussed earlier, the Yukon field and cabinet plants show plasticity with respect to predominance of cauline and rosette leaves, respectively, so the array of differentially expressed genes between field and cabinet Yukon plants could represent differences between leaf type. Additional file 1: Figure S2 is a version of the HCA shown in Figure 6 that has been modified to include the cabinet-derived Yukon cauline leaf expression data corresponding to the 2,989 DEGs distinguishing the SC, YC, and YF transcriptomes from each other. The gene expression data associated with the cauline leaves from Yukon cabinet-grown plants are grouped in the same clade with the YC rosette leaves and apart from the cauline leaves of YF plants or rosette leaves of SC samples. 

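The cauline library joined the YC plants before any other group when the 5,389 DEGs were clustered by complete linkage. Its mean distance was 36.68 ± 1.28 to the YC plants, 50.41 ± 1.32 to the SC plants and 52.06 ± 2.33 to the YF plants (SD over 3 plants each, with no replicates of the cauline library). The largest distance to a YC plant was 38.11 and the smallest to any other plant 49.11. Over all 27,016 genes, a gene set chosen for this clustering after the data were seen, the cauline library stood outside all 9 plants. Even so, it was nearer to YC than to YF plants by 10.42 and than to SC plants by 9.85. From this clade the paper concludes that the pattern of DEGs reflects genotype or environment and not leaf type.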

This outcome is consistent with the results of Ma et al. [41] who used microarrays to compare expressed genes representing various organs of *Arabidopsis*. They show that cauline and rosette leaves collected from plants of varying age but grown under identical conditions of temperature, light intensity and duration have similar expression profiles with their corresponding datasets sharing the same clade as determined by average-linkage clustering with correlation distance analysis of relatedness. Thus we conclude that the pattern of DEGs given in Figure 6 represent differences attributable to variable genotype and/or environment and not different leaf types from plants of the same accession grown under comparable environmental conditions.

### Biological significance of differentially expressed genes in *Eutrema*

Using the extensive similarity between *Arabidopsis* and *Eutrema* genes we examined the predicted biological functions represented by the 2,989 genes identified as differentially expressed in comparisons between SC, YC, and YF sample groups using a GO analysis. In the first approach we identified a number of GO slim categories that were significantly over- or under- represented in comparisons made between the sample groups (Figure 7). For reference we also determined the predicted frequency of gene products in a given GO category using the entire *Eutrema* genome (27,016 genes). The result of this GO analysis shows that a broad array of biological process (Figure 7A) and molecular function (Figure 7B) associated products are represented by the DEGs identified through our pair-wise comparisons. Only two GO slim terms in the ontology domain relating to biological process showed a significant over-representation of genes for all three pair-wise comparisons (SC-YC, SC-YF, YC-YF) relative to the whole genome and these were “Response to stress” and “Response to abiotic or biotic stimulus” (Figure 7A).

**Figure 7:**
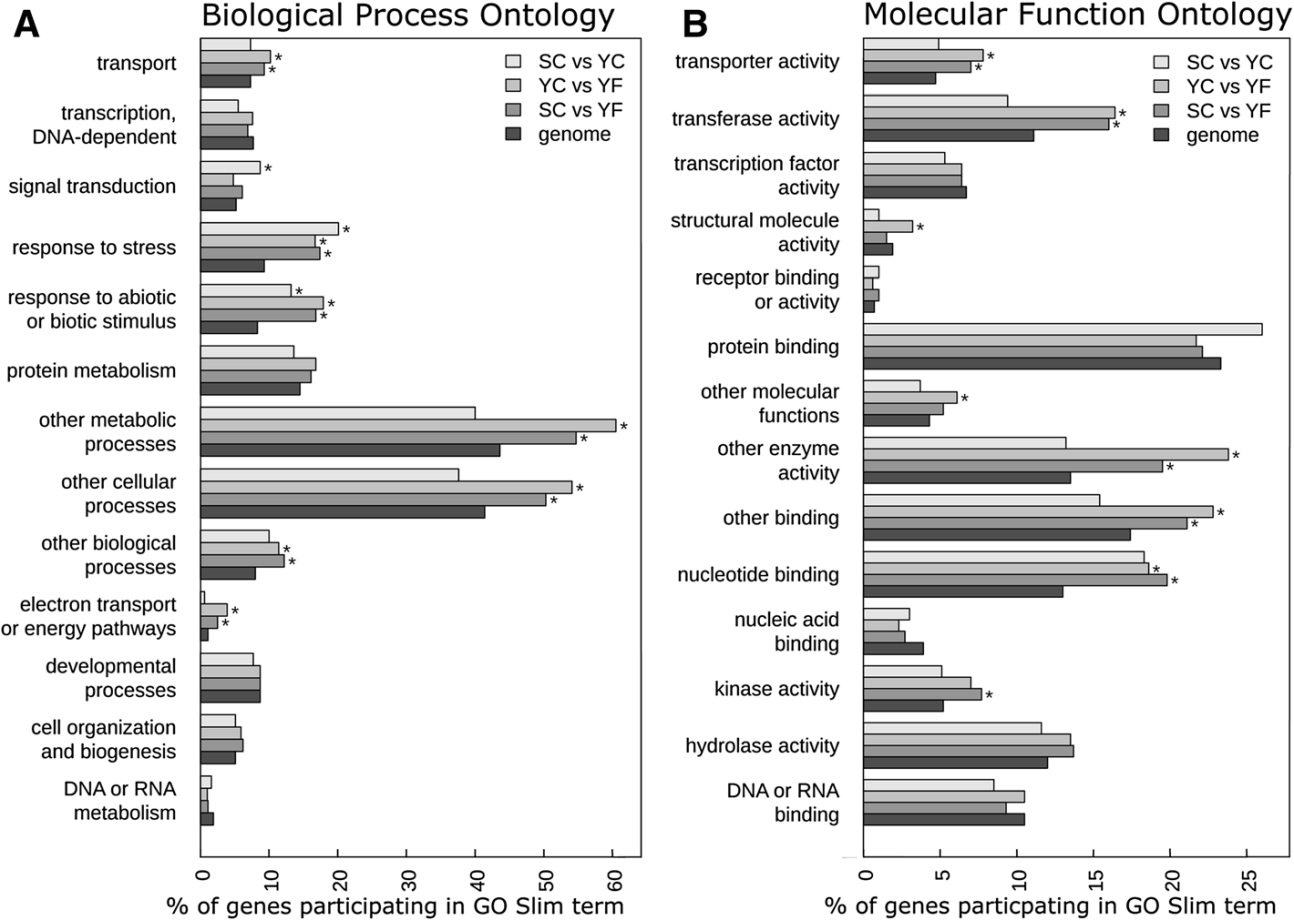
**Gene Ontology enrichment analysis of differentially expressed genes in Yukon and Shandong *Eutrema.*** GO enrichment was performed on the set of differentially expressed genes identified in each of the three pair-wise comparisons between SC, YC, and YF plant groups for **(A)** “Biological Process” and **(B)** “Molecular Function”: ontologies. GO categories in which the proportion of participating differentially expressed genes is significantly different (*p* < 0.05) from the proportion expected of all 27,016 annotated genes in the genome is indicated by an asterisk (*).

We next identified GO terms that were over-represented by the DEGs. Using a cutoff of Q ≤ 0.05, there were 7 and 135 GO terms describing DEGs between SC versus YC and YC versus YF transcript comparisons, respectively. The GO terms showing a high degree (Q ≤ 10^-10^) of over-representation are shown in Table 6 and again the term “Response to stress” is common to both comparisons. For plants representing the two accessions growing under identical conditions, namely SC and YC plants, DEGs associated with the GO term “Defense response” were the most highly over-represented group. 

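Of the 200 genes in the paper's photosynthesis list, 187 passed the expression filter and 51 of these (27.27%) were called between YC and YF plants. Among the other 17,842 genes tested, 2,578 (14.45%) were called, an odds ratio of 2.22 (Fisher's exact test, p = 5.50e-06). With the replicate block, a pairing taken from the labels, 42 genes of the list were called and the odds ratio was 2.154. When genes of the list were compared with other genes of the same decile of mean expression the odds ratio was 1.009 (exact test stratified by decile, p = 1). Median-ratio scaling moved it the other way, to 5.628 with 83 genes called. The terms of the whole genome are not in the files analysed here, so the ranking of the GO terms was not computed. The paper finds the enrichment unsurprising, given the dissimilar light conditions of field and cabinet.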

In contrast, for the comparison involving the same accession in different environments (YC and YF) the GO term that was most significantly enriched by DEGs was “Photosynthesis”.

**Table 6:** **Functions associated with *Eutrema *genes differentially expressed according to accession or location**

**Shandong cabinet vs. Yukon cabinet**			**Yukon field vs. Yukon cabinet**		
**GO term**	**GO ID**	**Q value**	**GO term**	**GO ID**	**Q value**
Defense response	0006952	1.67 × 10^-13^	Photosynthesis	0015979	8.58 × 10^-23^
Response to stress	0006950	6.33 × 10^-10^	Metabolic process	0008152	1.33 × 10^-15^
			Oxidation-reduction process	0055114	1.37 × 10^-13^
			Response to stimulus	0050986	1.37 × 10^-13^
			Photosynthesis-light reactions	0019684	3.73 × 10^-12^
			Response to abiotic stimulus	0009628	1.33 × 10^-11^
			Response to biotic stimulus	0009607	2.73 × 10^-11^
			Response to other organism	0051707	6.17 × 10^-11^
			Response to stress	0006950	6.95 × 10^-11^
			Response to bacterium	0009617	2.34 × 10^-10^

GO terms that are significantly enriched are presented. Q values show the level of significance for each comparison within the indicated plant groups.

GO classifications offer a means to explore transcriptome data and it can provide insight into the functional significance of a gene or group of genes. We have no evidence that the cabinet-grown plants (SC and YC) were exposed to pathogens so the biological significance of the gene products associated with the shared GO term “Defense response” is difficult to evaluate. On the other hand, the GO term “Photosynthesis” is not an unexpected category to find differentially expressed genes given the dissimilar light conditions between the Yukon field site and the cabinet. Indeed, a key difference between the environment experienced by the YF and YC or SC plants was light intensity, measured as 1400 μmol m^–2^ s^–1^ at mid-day at the field site when plants were collected [7] and a constant 250 μmol m^-2^ s^-1^ for a 21 h day in the growth chamber. Given this almost six-fold difference in irradiance, it is not surprising that “Photosynthesis” was the most over-represented GO term in the comparison between field-grown and cabinet-grown Yukon plants, and the most statistically significant category in the entire GO dataset.

Of 200 *Eutrema* genes that were found to be associated with the GO term “Photosynthesis” (GO:0015979), 71 show significant differences following pair-wise comparisons between SC, YC, and YF plants (Additional file 9). 

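In any of the 3 comparisons 76 of the 187 photosynthesis genes tested were called. Between YC and YF plants 51 were called with limma at a Benjamini-Hochberg adjusted p under 0.05. Of the 52 genes that the paper assigns to this comparison, 42 were among them, and 9 were called here only. Fitting only YC and YF plants lowered the number to 21, and median-ratio scaling raised it to 83. Over the fits that each left out 1 plant it ranged from 19, without YF3, to 54, without SC1.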

If we confine our discussion to differences involving the YC and YF plants, there are only 52 genes relevant to this comparison. 

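Of the 51 photosynthesis genes called between YC and YF plants, 47 were higher in YF and 4 lower. Among all other DEGs of this comparison 28.12% were higher in YF, against 92.16% in the list (Fisher's exact test, odds ratio 30.03, p = 2.43e-21). After median-ratio scaling the shares were 54.29% and 97.59%. All 52 genes that the paper counts were higher in YF here. The median log2 fold change of the 51 genes was 1.162, from -2.34 to 3.30. FRO7 (Thhalv10012839m.g, scaffold 2) had the largest, with 40.04 ± 13.21 RPKM in YC, 113.51 ± 43.77 in SC and 389.69 ± 84.79 in YF plants (SD, n = 3 each). Its log2 fold change of YF over YC was 3.30 (standard error 0.33, adjusted p = 0.00037 from limma with Benjamini-Hochberg adjustment), and its mean RPKM was 9.73 times as high. It was also lower in YC than in SC (adjusted p = 0.0264 from limma with Benjamini-Hochberg adjustment) and higher in YF than in SC (adjusted p = 0.0026), the YF > SC > YC Category. The ratio of 9.73 is of unscaled RPKM, whereas the paper normalized its counts with DESeq. Median-ratio scaling moved the log2 fold change of FRO7 to 3.65. The next largest were those of Lhca6 (Thhalv10008493m.g), at 2.71, and XLOC_003075 (orthologous to Atcg01110, a chloroplast NADH dehydrogenase protein), at 2.45.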

Interestingly, in every case the transcript abundance associated with YF plants exceeds that of YC plants (YF > YC) with the greatest fold change (ca 13-fold) found for a gene identified as ferric reduction oxidase 7 (orthologous to At5g49740); a representative from the small number of DEGs comprising the YF > SC > YC Category of Table 5. 

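The small subunit gene Thhalv10027955m.g (orthologous to At5g38410, scaffold 14) rose from 3,403 ± 866 RPKM in YC to 13,196 ± 3,499 in YF plants (SD, n = 3 each). Its log2 fold change was 1.95 (standard error 0.44, adjusted p = 0.0162 from limma with Benjamini-Hochberg adjustment). The list gives the same orthologue for Thhalv10019199m.g, at 4.79 ± 6.52 RPKM in YC and 16.6 ± 11.6 in YF (adjusted p = 0.199 from limma with Benjamini-Hochberg adjustment). Reads of the gene family could be split between copies, which leaves both values uncertain. The delta subunit gene of the ATP synthase (Thhalv10028838m.g, scaffold 3) rose from 383.26 ± 15.90 to 797.44 ± 72.60 RPKM, a log2 fold change of 1.05 (standard error 0.21, adjusted p = 0.0086 from limma with Benjamini-Hochberg adjustment). For the gamma subunit gene (Thhalv10029134m.g, scaffold 3) the values were 798.66 ± 89.48 and 1,526.7 ± 200.7 RPKM, a log2 fold change of 0.93 (standard error 0.25, adjusted p = 0.0322 from limma with Benjamini-Hochberg adjustment). This call was the least stable of the named genes, as it passed the threshold no longer under 9 of the other settings.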

Predictably, genes whose products have a longstanding association to photosynthesis are on this supplementary list (Additional file 9) including the small subunit of ribulose bisphosphate carboxylase (At5g38410), the delta subunit (At4g09650) and gamma subunit (At4g04640) of the chloroplast ATP synthase and various light harvesting pigment proteins (Psb29, LIL3.2, PsbP to name a few). Interestingly, the genes whose transcripts consistently show an approximately three-fold or higher level of expression in the field relative to the cabinet encode many products associated with the chloroplast NAD(P)H complex (NDH), involved in photosystem 1 (PSI) photosynthetic cyclic electron transport and chlororespiration (reviewed by [42]). These products include NDH subunits NDF2/NDH45 (At1g64770), NDF4 (At3g16250), NDF6 (At1g18730), PPL2 (At2g39470; PsbP-like2, implicated in the repair of the NDH complex), chlororespiratory reduction 1 (CCR1; At5g52100), CRR3 (At2g01590) and CRR23 (At1g70760). 

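Between YC and YF plants NDF2/NDH45 (Thhalv10018808m.g) rose from 27.20 ± 5.42 to 91.06 ± 11.78 RPKM and NDF4 (Thhalv10021523m.g) from 27.63 ± 7.12 to 102.56 ± 30.08 RPKM (SD, n = 3 plants each). Their log2 fold changes were 1.74 (standard error 0.40) and 1.86 (standard error 0.42), with adjusted p values of 0.0185 and 0.0158 from limma with Benjamini-Hochberg adjustment. NDF6 (Thhalv10008902m.g) rose from 44.71 ± 21.21 to 103.60 ± 15.07 RPKM, which did not pass the threshold (adjusted p = 0.0737 from limma with Benjamini-Hochberg adjustment). After median-ratio scaling it did, at 0.037. PPL2 (Thhalv10017187m.g) rose from 67.70 ± 23.44 to 139.35 ± 7.38 RPKM (adjusted p = 0.0198 from limma with Benjamini-Hochberg adjustment). The orthologue of At5g52100, CRR1 (Thhalv10014460m.g), rose from 3.13 ± 2.45 to 16.05 ± 8.12 RPKM, with few reads behind the YC values. CRR3 (Thhalv10005039m.g) rose from 17.18 ± 6.89 to 45.59 ± 9.29 RPKM and CRR23 (Thhalv10019160m.g) from 42.25 ± 14.57 to 115.01 ± 15.32 RPKM. The last 3 genes had adjusted p values of 0.0247, 0.0182 and 0.0067 from limma with Benjamini-Hochberg adjustment. Among the other settings, CRR1 lost its call in 5, PPL2 in 4, NDF2, NDF4 and CRR3 in 2 each and CRR23 in 0. Mean RPKM in YF was 2.06 times that in YC for PPL2, 2.32 for NDF6, 2.65 for CRR3, 2.72 for CRR23, 3.35 for NDF2, 3.71 for NDF4 and 5.13 for CRR1. These are ratios of unscaled RPKM, whereas the paper normalized its counts with DESeq, so they are not directly comparable with its fold changes. In the cabinet cauline library (no replicates) NDF4 had 82.47 and CRR23 93.02 RPKM, from 25 reads each. Both values were nearer to the YF than to the YC mean. NDF2 had 24.27, NDF6 49.99, PPL2 20.74 and CRR1 3.97 RPKM and CRR3 no read, nearer to YC. These values rested on at most 8 reads each. For NDF4 and CRR23 leaf type therefore cannot be told apart from location. The paper proposes from the higher transcript levels that field plants have a greater capacity for NDH-dependent cyclic electron transport.

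**Figure D3:**
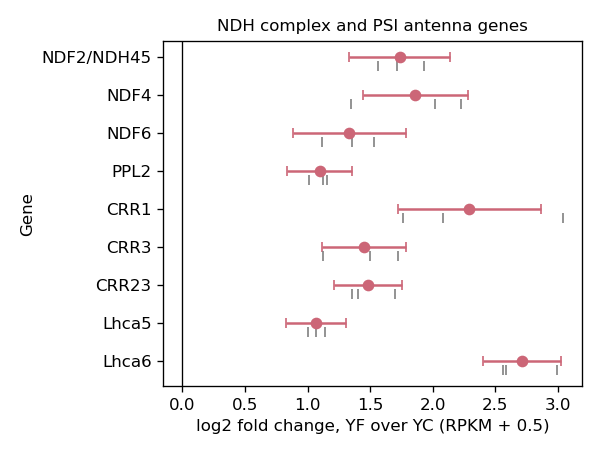
Log2 fold change of YF over YC plants for the NDH-related genes, with bars for the standard error from limma and grey ticks for each YF plant against the YC mean (n = 3 plants per group). The fold changes of NDF2, NDF4 and CRR1 are 1.74, 1.86 and 2.29, and all genes lie above 0.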

The NDH associates with PSI in an interaction that is believed to involve LHCl (light harvesting chlorophyll) subunits Lhca5 and Lhca6, encoded by orthologues of At1g45474 and At1g19150, respectively [42]. The genes associated with these minor components of PSI both show statistically significantly higher transcript levels in field plants relative to chamber grown plants (YC or SC). 

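Lhca5 (Thhalv10011725m.g, scaffold 7) had 77.26 ± 16.71 RPKM in SC, 92.13 ± 23.86 in YC and 190.28 ± 9.26 in YF plants (SD, n = 3 each). The log2 fold change of YF over YC was 1.07 (standard error 0.24, adjusted p = 0.0157 from limma with Benjamini-Hochberg adjustment), and that of YF over SC was 1.32 (adjusted p = 0.0029 from the same test). Lhca6 (Thhalv10008493m.g, scaffold 5) had 36.73 ± 10.97 RPKM in SC, 71.21 ± 23.51 in YC and 455.09 ± 80.67 in YF plants. Its log2 fold change was 2.71 over YC (standard error 0.31, adjusted p = 0.00085 from limma with Benjamini-Hochberg adjustment) and 3.64 over SC (adjusted p = 4.38e-05). Over the fits that each left out 1 plant, the log2 fold change over YC stayed between 0.96 and 1.27 for Lhca5 and between 2.41 and 2.91 for Lhca6. Without the variance trend the adjusted p of Lhca5 against YC was 0.054 (limma with Benjamini-Hochberg adjustment). Its largest value over the fits that each left out 1 plant was 0.056 (same test), so the call was not kept in all of them.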

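Of the PsbP and PsbQ genes in the photosynthesis list 15 were tested, and all 15 had a higher mean log2 value in YF than in YC plants. Of these, 8 were called with limma at a Benjamini-Hochberg adjusted p under 0.05, with log2 fold changes from 0.866 to 2.085. The median log2 fold change was 1.098 over the 15 genes and 1.127 over the 8. Together with the NDH and Lhca genes, the paper takes the higher transcript levels as the basis for its hypothesis on cyclic electron transport in field plants.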

PsbQ and PsbP proteins are also regarded as integral to NDH complex accumulation and transcripts associated with these products are also up-regulated in the field. A hypothesis consistent with these observed differences in transcript abundance is that the field plants have a heightened capacity for PSI cyclic electron transport that uses a chloroplast NDH-dependent route. The NDH complex represents one route for cyclic electron transfer around PSI in *Arabidopsis*. There is evidence that the NDH complex exerts its main effects under stress where it is believed to prevent the over-reduction of PSI electron acceptors, reduce the generation of reactive oxygen species and, in general, provide protection from photoinhibition (reviewed in [43-46]). Statistically significant associations between stress and DEGs were reiterated in comparisons between YF and YC transcriptomes in the “Response to stress” and “Response to abiotic stimulus” categories (Table 6). The stress-responsive differences supported through GO analyses are all the more convincing given the changeable and stressful conditions at the field site compared to the growth chambers [7].

Light intensity at the field site can be variable but a far more consistent natural feature of the Yukon habitat where *Eutrema* grows is the presence of a highly saline soil. We previously reported that both the soil and *Eutrema* leaf tissue obtained from the field site contain high levels of Na^+^[7] and the turgid leaves exhibited low solute potentials consistent with plants having undergone osmotic adjustment [7]. We therefore expected that GO terms concerned with responses to salt exposure would also emerge as statistically significant when characterizing the transcriptional difference between the field-grown plants and unsalinized cabinet-grown plants. In support of this expectation, we identified 490 *Eutrema* gene orthologues participating in the “Response to salt stress” (GO:009651) category (see Additional file 10). 

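Of the 490 genes in the paper's salt list 413 were tested, and 168 of them were called in at least 1 comparison. Between YC and YF plants 91 (22.03%) were called, against 2,538 of the other 17,616 genes (14.41%), an odds ratio of 1.679 (Fisher's exact test, p = 3.91e-05). With the replicate block, which pairs plants by the number in their label, 82 were called and the odds ratio was 1.855. Compared with other genes of the same decile of mean expression, the odds ratio was 1.054 (exact test stratified by decile, p = 0.652), the setting that moved it most. The GO enrichment that the paper reports could not be repeated, as the terms of the whole genome are not in the files analysed here.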

However, this category was not identified as a statistically significant difference in any of the comparisons between plant groups. 

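Of the 91 salt-list genes called between YC and YF plants, 23 were higher and 68 lower in YF. Genes outside the list had 29.51% of their DEGs higher in YF, against 25.27% in the list (Fisher's exact test, odds ratio 0.8079, p = 0.4144). Median-ratio scaling of the libraries changed the counts to 33 higher and 41 lower. Of the 35 genes that the paper assigns to this comparison, 32 were called here as well, and 19 of the 35 were higher in YF here, as in the paper. The largest change was that of Thhalv10007451m.g (orthologous to At1g08930), from 221.69 ± 200.05 RPKM in YC to 5.35 ± 4.27 in YF plants (SD, n = 3 each), a log2 fold change of -5.35 (standard error 0.79, adjusted p = 0.0025 from limma with Benjamini-Hochberg adjustment). Thhalv10027966m.g (orthologous to At5g39730) rose from 0.41 ± 0.71 to 19.31 ± 4.53 RPKM, a log2 fold change of 4.69 (standard error 0.58, adjusted p = 0.0012 from limma with Benjamini-Hochberg adjustment). Osmotin 34 (Thhalv10028948m.g, orthologous to At4g11650) fell from 400.81 ± 253.01 to 14.69 ± 6.24 RPKM and stood at 2,137.1 ± 275.08 RPKM in SC plants. Its log2 fold change between YC and YF was -4.62 (standard error 0.41, adjusted p = 0.00020 from limma with Benjamini-Hochberg adjustment). In the cabinet cauline library (no replicates) Thhalv10027966m.g had 53.89 RPKM from 8 reads, above every YF plant. Its rise therefore cannot be told apart from leaf type. Thhalv10007451m.g had 78.53 and osmotin 34 had 496.28 RPKM in that library, far above their YF means. The paper concludes that only a small number of genes with a known salt response changed in Yukon plants on saline soil.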

Of the 490 genes with some salt association, only 35 (7%) were differentially regulated in the comparison between YF and YC transcriptomes (19 genes up-regulated and 16 genes down-regulated in YF relative to YC). Thus only a small number of genes classically categorized as salt responsive were differentially regulated in Yukon plants exposed to a saline environment in the field. While this outcome may be surprising, it is entirely consistent with microarray experiments showing a smaller transcriptional change in *Eutrema* plants exposed to salt compared to other stresses [7,47,48]. It is possible that the actions of a few genes may orchestrate a large effect but, equally, it has been proposed that *Eutrema* genes required for salinity tolerance are constitutively expressed in this plant which is adapted to saline soil conditions [48,49] and therefore salt-responsive genes are not detected as DEGs. Regardless of the explanation, in contrast to the salt-inducible nature of many genes in *Arabidopsis*, the response of *Eutrema* to salt is associated with the altered expression of relatively few genes as determined by both microarray and RNA-Seq approaches.

## Conclusions

Due to its natural adaptations to harsh environments, *Eutrema salsugineum* has emerged as an important model for deciphering mechanisms of abiotic stress tolerance in plants [8]. One methodology employed by our group as well as others has been phenotypic, physiological and gene expression profiling of *Eutrema* in response to simulated stress treatments in growth cabinets [47,48,50,51]. Experiments of this type offer certain advantages, including the ability to select or manipulate the genotype of the plants studied, apply stress treatments in a prescribed manner and replicate experiments under tightly controlled environment conditions. However, recent reviews have highlighted weaknesses in this approach, namely that growth chambers do not reproduce the complexity and dynamic nature of a natural environment [52,53]. Nonetheless, natural environments are precisely the conditions in which traits conferring stress tolerance must manifest themselves. The unexpectedly low content of the osmoprotectant proline in leaves of field plants was discussed earlier as one such anomalous response between field plants on saline soil and cabinet plants irrigated with salt [7]. With these considerations in mind, perhaps it is not surprising that few genes identified as key candidates for abiotic stress improvements as a result of growth cabinet studies have been used successfully to improve stress tolerance under actual field conditions [52].

In this study we sought to determine whether the sensitivity and capacity for genome-wide resolution in gene expression offered by RNA-Seq approaches could be satisfactorily deployed in the investigation of a native plant exposed to stressful conditions in its natural environment. For this approach we had to consider the possible influence of natural genetic and environmental variation on gene expression that could interfere with, or even prevent, the detection of traits of interest. This concern has received little attention in the literature. Existing gene expression profiling of plants growing in field plots [54-56] or in a natural habitat [7] has reflected the pooled contribution of multiple individuals, thereby masking the extent of natural variation that is actually present. Our results show little evidence for genetic diversity among the natural plants sampled in the Yukon, thereby ruling out genetic variation as a major source of transcriptional variation in these plants. Furthermore, RNA-Seq transcriptomes obtained from three, individual plants randomly selected at the field site were as similar to each other as those obtained from intentionally inbred chamber-grown plants, demonstrating that natural environmental variation did not impede the identification of genes showing similar patterns of expression. This agreement is particularly striking given the extent of phenotypic plasticity displayed by this species but perhaps not surprising in light of recent evidence that *Eutrema* has a core set of platform independent traits in addition to those showing plasticity [7,51]. Moreover we show, using a Yukon population of *Eutrema*, that a physiologically relevant record of exposure to a natural habitat can be captured and retrieved from the transcriptomes of relatively few individual plants. This RNA-Seq data is publicly available and can be queried using the BAR eFP browser, which will facilitate the study of environment- or accession-associated differences in gene expression. Gene expression profiles from an extremophile plant in its natural habitat provide an invaluable platform from which sophisticated data mining followed by physiological and genetic approaches can be used to identify and test the adaptive significance of plant stress responses.

## Methods

### Plants and growth conditions

Cauline leaf tissue was harvested from mature, flowering Yukon *Eutrema* at a field site near Whitehorse, Yukon in 2005 as described in Guevara et al. [7]. Leaf tissue from individual plants was transferred to cryovials, flash frozen in liquid nitrogen, then transferred to a charged MVE XC20/3 V vapour shipper (Jencons Scientific, Bridgeville, PA) where samples were kept frozen at −150°C for transport to McMaster. Tissue was stored at −80°C pending analysis.

For growth cabinet studies, both Yukon (sourced from the field site in 2002) and Shandong (obtained from the Bressan lab, Purdue University) *Eutrema* accessions were subjected to single-seed descent (Yukon - 5 generations, Shandong - 4 generations) in an attempt to increase genetic homozygosity of the plants. Seeds were sterilized in 30% bleach, 50% ethanol and 0.1% Tween-20, rinsed in water and then mixed with 0.1% (w/v) Phytagel (Sigma) and pipetted onto a moistened soil mixture containing six parts Promix BX (Premier Horticulture, Rivière-du-Loup, PQ) and one part Turface (Profile Products LLC, Buffalo, NY) in individual 5 × 5 × 7 cm pots. Seeds in pots were stratified for either 2 days (Yukon) or 5 days (Shandong) at 4°C before transfer to a growth chamber (AC 60 Econair, Winnipeg, MB) set with a 21 h day and irradiance of 250 μmol m^-2^ s^-1^ and 22°C/10°C day/night temperature regime. Plants were watered daily as needed and fertilized one time per week with 1 g L^-1^ 20-20-20 (N-P-K) fertilizer. Of six cabinet-grown plants described in this work, all three Shandong plants and two Yukon plants were of the single seed descent lines described above and grown simultaneously in an AC 60 growth chamber in 2010 as described. The remaining Yukon plant was grown in the chamber in 2006 and was derived from a heterogeneous mixture of seeds maintained as a bulked pool from plants originally harvested at the Yukon field site in 2002. The last fully expanded pair of rosette leaves was harvested from 4 week-old cabinet-grown plants of both genotypes, flash frozen in liquid nitrogen and stored at −80°C until further analysis.

### Total RNA isolation and mRNA purification

Extractions of nucleic acids from *Eutrema* proved to be unsatisfactory using methods commonly employed for *Arabidopsis*. These issues were circumvented using a modification of the method described for cotton leaves in Wan and Wilkins [57]. Briefly, approximately 0.5 g of frozen leaf tissue in liquid nitrogen was ground to fine powder in a mortar and pestle and RNA was extracted according to the manufacturer’s recommendation with 8 mL Tri Reagent (Sigma). This first crude preparation of total RNA was resuspended in 1 mL nuclease-free water and purified of polyphenolics and carbohydrates using a “hot borate” step (200 mM sodium borate decahydrate, 30 mM Na-EGTA, 1% (w/v) SDS, 1% (w/v) sodium deoxycholate, 2% (w/v) polyvinylpyrrolidone (PVP 40000), 0.1% (w/v) DEPC, pH 9.0) followed by sequential RNA precipitations with 2 M lithium chloride then ethanol. From approximately 150 μg of this high quality total RNA, mRNAs were purified in 3–4 repeated rounds of oligo-dT selection using a Sigma mRNA miniprep kit (MRN-10). Abundance and quality of RNA following total RNA extraction was assessed using RNA 6000 Nano chips (Agilent) on a Bioanalyzer 2100 instrument and mRNA selections were continued until no rRNA peaks were visible on Bioanalyzer electropherograms.

### Sequencing library preparation

Procedures for RNA fragmentation, cDNA synthesis, sequencing adaptor ligation and size selection closely followed the Roche cDNA Rapid Library Preparation Manual, December 2010. Briefly, 200 ng of mRNA was chemically fragmented with ZnCl_2_ and used as a template to synthesize double-stranded cDNA using Roche Primer “random”. The product of each cDNA synthesis was end-repaired and indexed with the regular Rapid Library Adaptor with one exception: Libraries SC2 and SC3 were indexed by ligation of Roche MID Adaptors 4 and Adaptors 5, respectively. Each cDNA library was quantified by fluorometry on a Biotek Synergy 2 fluorometric plate reader. Size selection of each library in the 600–1200 bp range was verified by running a small aliquot on a High Sensitivity DNA chip (Agilent) on the Bioanalyzer 2100. All sequencing libraries were in the range of 10^8^ to 10^9^ molecules/mL and stored in this concentrated form in TE buffer at −80°C for several days to approximately 1 month until further analysis. Quantitative real-time RT-PCR was conducted on a Bio-Rad CFX96 instrument using primers specific for *Eutrema ACTIN1* (F - ACAGGGTGCTCTTCAGGAGCGAT; R - GCATGGTGTTGTGAGCAACTGGG), whose product spans an intron. Contaminating genomic DNA was not detected in any sequencing library.

### Emulsion PCR and titration of sequencing libraries

Small volume emulsion PCRs (SVemPCRs) were performed to determine the optimum library-to-bead ratio for clonal amplification of each sequencing library with methodology closely following the Roche emPCR Method Manual Lib-LSV, October 2009 (version 2). Each cDNA library was titrated using 2, 4 and 8 cDNA molecules per bead. A Qiagen Tissuelyser II was used to prepare emulsions and amplifications were performed on a Biorad iCycler instrument. Following SVemPCR, emulsions were broken and DNA-capture beads carrying single-stranded cDNA were enriched and counted using a Z1 Coulter Counter (Beckman Coulter) following Roche instructions. For each library, the amount of cDNA required to produce a 10% enrichment of sstcDNA containing beads was estimated and used as input for large volume emPCR. One to two large volume emPCR reactions for each library were performed according to the Roche emPCR Method Manual - Lib_L LV, October 2009. The vacuum-assisted technique for breaking emulsions and bead recovery was followed. For each library, large volume emPCR reactions resulting in 8-15% bead enrichment and a total number of sstcDNA containing beads exceeding 3.5 million were used in subsequent sequencing.

### 454 GS FLX titanium sequencing

Roche GS FLX Titanium sequencing kits were used for all libraries, which were sequenced at a depth of one complete PicoTiterPlate per library with one exception: Multiplexed libraries SC2 and SC3 were sequenced together on a single plate. A total of 3.5 to 4 million sstcDNA containing beads were loaded onto each picotitre plate. 454 pyrosequencing and subsequent image analysis followed default parameters suggested by Roche.

### Bioinformatics

#### Quality control - trimming

Removal of adaptor sequences and initial quality trimming was performed using GS *De Novo* Assembler v2.6 using default parameters. Sequences were trimmed further using SeqTrim v0.110 [58] with a minimum quality value of 20, a window size of 10 and no contamination removal step. Reads less than 80 bases in length were excluded from further analysis.

#### Read alignment and assembly

Trimmed reads were aligned to the *Eutrema* genome release (http://www.phytozome.net/thellungiella) [14] using the splice-aware aligner GMAP v2011-11-30 with default parameters [18]. Alignments were separated into uniquely mapped, non-uniquely mapped, and unmapped sets using a custom Perl script. The existing genome annotation was enriched by predicting genes using the Cufflinks package v1.3.0 [23,59]. Uniquely mapped reads from each replicate were assembled independently using the reference annotation based transcript (RABT) assembly method using Cufflinks. Cuffmerge was used with and without RABT assembly to generate two alternative merged annotation files. Predicted genes from each annotation file that do not overlap with annotated genes were identified using intersectBed from BEDTools v2.13.4, enforcing same-strandedness [60]. These two sets of non-overlapping genes were then compared with intersectBed to produce the final filtered, non-redundant list of Cufflinks predicted genes.

#### Enrichment of gene annotation

Protein blast databases were constructed for the TAIR version 10 *A. thaliana* annotation [61] as well as the Phytozome v7.0 *A. lyrata* annotation [62], *E. parvulum* v2 (http://www.thellungiella.org/data) [24], and RefSeq plants (http://ftp.ncbi.nlm.nih.gov/refseq/release/plant/ on 2012-03-06). The best blastx hits (E ≤ 1^-10^, minimum 30% sequence identity, minimum 30% of query aligned) to *A. lyrata*, *E. parvulum*, and RefSeq plants were recorded for all 27,016 genes. Cufflinks predicted genes were annotated with all of the above and the best hit in *A. thaliana*; this information was already provided by Phytozome v7.0 for annotated genes.

GO and GO slim terms were assigned to genes based on the best *A. thaliana* blast hit using GO annotation file AT_GO_GOSLIM.txt file retrieved from TAIR on May 10, 2012 (http://ftp.arabidopsis.org/home/tair/Ontologies/Gene_Ontology/). To account for the structure of GO, the Bioconductor package “AnnotationDbi” v1.16.11 was used to assign less specific GO terms to each gene.

Ribosomal RNA genes were identified on *E. salsugineum* scaffolds using the 18S, 5.8S, and 25S genes from *Sinapis alba* found in GenBank record X66325. These genes were found to be tandemly duplicated five times on scaffold 14 located between bases 7316449 and 7361125 (E-value ≤ 1^-50^, 96-98% sequence identity, 100% of query aligned).

*Eutrema* genes were identified as putatively associated with “Photosynthesis” (GO:0015979) and “Response to salt stress” (GO:009651) if their *Arabidopsis* orthologue is associated to these or their children terms.

#### Sequence polymorphism detection

Uniquely mapped reads were used as input for the mpileup function of SAMtools v0.1.18 [25,63] for initial identification of polymorphic loci. At each polymorphic position, the DepthOfCoverageWalker module from the GATK v1.3-19 [26] was used to filter mpileup calls and generate a list of high quality SNPs and InDels. Custom Perl scripts were used to exclude SNPs supported by fewer than 5 sequence reads or that were present at a frequency of less than 1% of informative reads. The initial set of polymorphisms detected included a small number of SNPs (944) for which there was evidence of more than two alleles. However, the additional alleles did not pass the rigorous filters described so these SNPs are included on the master list of two-allele SNPs (Additional file 3).

A subset of 101 Shandong-specific SNP-associated loci were investigated within the BGI genome release by BLASTing (E-value ≤ 10^-20^) a 301 bp fragment of cDNA against BGI scaffolds. Using the best BLAST hit (lowest E-value), custom Perl scripts determined whether the nucleotide located at position 151 (putative SNP) was identical to the JGI genome release or our Shandong transcriptome data.

#### Identification of differentially expressed genes

The number of reads unambiguously assigned to each gene was determined with the htseq-count script from HTSeq v0.5.3p3 using the intersection-nonempty overlap resolution mode (http://www-huber.embl.de/users/anders/HTSeq) and summarizing counts at the gene level. In the JGI annotation, the gene *PGR5* (At2g05620/Thhalv10002723m.g) is completely overlapped by the 3′ UTR of Thhalv10002628m.g (At2g05590) so no reads were counted for *PGR5* using the above parameters. However, inspection of our RNA-Seq alignments show that most reads mapped to this location are spliced reads so they can be unambiguously assigned to one of the two genes. Thus, read counts for *PGR5* were subsequently identified at the exon level with htseq-count and manually entered into Additional file 6 and Additional file 7.

The “DESeq” bioconductor package v1.6.1 [41] was used to normalize the read counts and call differentially expressed genes between each pair of conditions with default parameters. Genes were considered differentially expressed using a 0.05 false discovery rate (FDR) cutoff [64].

#### Gene ontology enrichment

GO enrichment was tested with GOseq v1.6.0 to reduce the biasing influence of long and/or abundantly expressed transcripts in RNAseq data [65] using the Wallenius approximation with gene lengths estimated as median mRNA lengths; the random sampling method with 400,000 iterations produced similar results (data not shown). GO slim categories were considered significantly over- or under-represented using a 0.05 FDR cutoff [64].

#### Multivariate analyses

Prior to statistical analyses performed with R v2.14.1 (R Development Core Team 2011), raw read counts were normalized by library size (per million uniquely mapped reads) and median mRNA length per gene (per kb of exon or UTR), shifted by a constant of 0.5, and log_10_ transformed. A heat map was generated for all 2,989 differentially regulated genes across all nine libraries using the heatmap.2 function in the “gplots” package; complete linkage clustering was performed on unscaled Euclidean distances between the log_10_ transformed expression values. Stability of sample clustering in the heat map was assessed using the R package “pvclust” [66] to calculate bootstrap probability and approximately unbiased *p*-values with 10,000 bootstrap replicates.

PCA was performed on the covariance matrix for all 27,016 genes across all nine libraries using a custom R script based on the “bpca” R package. Genes and libraries were factorized using the row metric preserving and squared root symmetric methods, respectively, prior to visualization.

### Validation of sequence polymorphisms by High Resolution Melting (HRM)

Using custom Perl scripts, a subset of SNPs and InDels were selected in which 1) all Yukon plants profiled shared an identical sequence variant in comparison to all the Shandong plants and 2) each polymorphism was supported by more than 20 Roche 454 sequence reads. Forty of these high-confidence polymorphisms, 33 SNPs and 7 InDels distinguishing the two *Eutrema* accessions, were selected at random for further HRM analysis. Primer-BLAST freeware (http://www.ncbi.nlm.nih.gov/tools/primer-blast/) was used to select primers generating a SNP-containing amplicon of no longer than 100 bp. Amplicon sequences were analyzed with MFOLD [67] (http://mfold.rna.albany.edu/?q=mfold/DNA-Folding-Form) and primer sets were rejected if free energies of any secondary structure were predicted to be more negative than −3.5 kcalmol^-1^[68].

*Eutrema* genomic DNA was extracted from approximately 100 mg of leaf tissue sourced from single plants. Frozen, powdered tissue was extracted first in an aqueous buffer (200 mM Tris–HCl pH 7.5, 250 mM NaCl, 25 mM Na-EDTA, 0.5% (w/v) SDS) then with phenol: chloroform: isoamyl alcohol (25:24:1). Genomic DNA was sequentially precipitated first with isopropanol, then with ethanol and DNA was resuspended in 0.1X TE buffer and frozen at −20°C until further analysis. DNA yield and quality were assessed on a Nanodrop 2000 spectrophotometer.

Quantitative PCR reactions were carried out on a Bio-Rad CFX96 Touch instrument using 50 ng genomic DNA and SsoFast EvaGreen Supermix (Bio-Rad). Amplicons from each genotype were obtained in five technical replicates. Melt curves were generated and analyzed with Precision Melt Analysis software (Bio-Rad) using default parameters.

### Availability of supporting data

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (GEO) database [69] and are accessible through GEO Series accession GSE 49378 at (http://www. ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE49378).

## Competing interests

The authors declared that they have no competing interests.

## Authors’ contributions

MJC, RKC, GBG and EAW conceived and designed the experiments. MJC and RS performed the experiments: MJC, WLS, VC, SAD, NJP, GBG and EAW analyzed the data: MJC, PSS and EAW wrote the paper. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 Cluster of rRNA genes that map to a single region of the genome. An average 42% of non-uniquely aligned reads across all nine libraries map to rRNA genes located between positions 7316449–7361125 on scaffold 14 of the JGI reference genome. The diagram illustrates a gene annotation (blue boxes) of the tandem array of rRNA genes on this scaffold as well as an alignment of all the sequence reads derived from rRNA (grey) that map to this location. Sequences were aligned with GMAP and visualized using the Integrative Genomics Viewer. **Figure S2**. Hierarchical clustering of genes differentially expressed in the nine *Eutrema* transcriptomes as well as a transcriptome of a cauline leaf from a cabinet-grown plant. Heat map of 2,989 differentially expressed genes generated using complete-linkage clustering of Euclidean distances between log-normalized expression values. Expression levels for genes in each cDNA library are represented as colors ranging from purple (little or no expression) to yellow (abundant expression). On the heat map, expression levels of DEGs in each library are also illustrated by black traces. Clustering at the level of individual libraries is represented by the dendrogram at the top of the heat map and clustering at the level of individual genes is presented at the left of the heat map. Click here for file

Additional file 2 ***Eutrema *genes for which the JGI reference genome has no annotation.** 665 genes supported by our RNA-Seq reads are present in the JGI *Eutrema* reference genome but are not annotated as genes. The location of each gene on JGI genome scaffolds is indicated. On this and subsequent tables, genes are annotated based on their best BLAST match to an *A. thaliana* and/or *A. lyrata, E. parvulum* gene or an entry in the RefSeq Plants database. The XLOC locus identifier indicates that the gene was not annotated by JGI. Click here for file

Additional file 3 **Two-allele *Eutrema *SNPs.** Rows provide summary statistics for each of the 74,550 identified SNPs. The polymorphism is represented by the reference allele in the JGI *Eutrema* genome (JGI REF allele = R) as well as the alternative allele contained in at least one plant studied (ALT allele = A). The number of sequence reads supporting each SNP call is included for every plant (coverage). The location of each SNP on the JGI genome scaffolds is indicated and 100 bp of flanking sequence at the locus is included to provide genomic context for each polymorphism. Genome sequence denoted by lower case text is highlighted as lower confidence sequence by JGI. Loci are ordered according to the non-overlapping groups presented in Table 5. 1 = unique to SC vs. JGI; 2 = unique to YC vs. JGI; 3 = unique to YF vs. JGI; 0 = remainder of the SNPs. Click here for file

Additional file 4 **Two-allele *Eutrema *InDels.** Each row provides summary statistics for an individual InDel, identified by its scaffold position on the JGI reference genome. The polymorphism is represented by the reference allele in the JGI *Eutrema* genome and the alternative allele contained in at least one plant studied. The zygosity of each InDel is indicated for every plant. 100 bp of flanking sequence at the locus is included to provide genomic context for each InDel. Click here for file

Additional file 5 ***Eutrema *genes with the highest density of SNPs.** Each row provides summary statistics for an individual *Eutrema* locus. SNP density was calculated as the number of SNPs present per unit 1 kb of sequence determined by median mRNA length. 

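Of the 100 genes with the highest SNP density 96 were tested with limma, and 50 of these (52.08%) were called in at least 1 comparison at a Benjamini-Hochberg adjusted p under 0.05. Among the other genes tested 5,339 of 17,933 (29.77%) were called, an odds ratio of 2.564 (Fisher's exact test, p = 5.47e-06). The odds ratio was 2.855 with the replicate block, whose pairing comes from the labels, and 3.262 after median-ratio scaling, the furthest of the settings with all plants. Between SC and YC plants 23 were called, 17 higher and 6 lower in YC. Of the listed genes with a counted read, 10 had none in any SC plant. Thhalv10022147m.g (orthologous to At1g76810, a translation initiation factor 2 family protein) had no read in SC and 64.58 ± 14.48 RPKM in YC plants (SD, n = 3). Its log2 fold change was 7.00 (standard error 0.31, adjusted p = 1.62e-06 from limma with Benjamini-Hochberg adjustment). Thhalv10029246m.g (orthologous to At4g11000) rose from 1.29 ± 2.23 RPKM in SC to 96.99 ± 68.77 in YC, and Thhalv10015718m.g (orthologous to At5g56920) from 0 to 30.08 ± 5.65 RPKM.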

40 of these genes were differentially regulated in our study and their expression patterns are also indicated according to the classification system presented in Table 5. n/a denotes those genes that were not differentially expressed. Click here for file

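The table pairs each gene with its median RNA length and its reads. For 1,534 of its genes with reads, the length was also worked out from the whole-read steps of the RPKM values, and 1,509 lengths (98.37%) were equal. Each count divided by this length and by the reads of the library is the RPKM value used for the comparisons between plant groups.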

Additional file 6 **Expression levels of 27,016 genes in nine *Eutrema *plants.** Gene expression was calculated from the number of uniquely aligned reads at each locus. Values represent raw reads without normalization according to library size or gene length. Click here for file

Additional file 7 **Differentially expressed genes among cabinet- and field-grown *Eutrema *plants.** DESeq software was used to identify differentially expressed genes in three comparisons: SC vs. YC, YC vs. YF, SC vs. YF (one comparison per tab). All genes expressed at a significantly different level in at least one comparison (*p* <0.05 with FDR <0.05) are presented in each tab. The expression level in every plant and the fold-change in expression for a given comparison are also included. Click here for file

Additional file 8 **Transcripts whose loadings contribute the greatest to the negative PC3 position of YC scores in Figure **3**D.** The expression levels of genes for a cabinet-grown cauline leaf are also included. Click here for file

Additional file 9 **Expression of genes associated with photosynthesis in *Eutrema.*** Expression estimates for *Eutrema* genes orthologous to *Arabidopsis* genes participating in the “Photosynthesis” gene ontology are presented. Genes detected as differentially expressed in this study are indicated according to the patterns outlined in Table 5. Click here for file

Additional file 10 **Expression of genes associated with salt exposure in *Eutrema.*** Expression estimates for *Eutrema* genes orthologous to *Arabidopsis* genes participating in the “Response to salt” gene ontology are presented. Genes detected as differentially expressed in this study are indicated according to the patterns outlined in Table 5. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

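Leaf transcriptomes of 9 plants were analysed: 3 Shandong cabinet (SC), 3 Yukon cabinet (YC) and 3 Yukon field (YF) plants, with 1 further library from cauline leaves of Yukon cabinet plants, which has no replicates. The authors trimmed the pyrosequencing reads, aligned them to the JGI draft genome with GMAP and counted uniquely aligned reads on 27,016 genes with htseq-count. The deposited values are RPKM, which the authors made by dividing each count by the median RNA length of the gene and by the reads of the library, with no further normalization. The paper's tests used DESeq on the counts. The design fixed before the files arrived was a linear model on RPKM, and no count model was run on the reads recovered from the RPKM values.

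The reads behind each value were recovered from the step between whole-read values of each gene and library. They are the smallest whole numbers that fit, so for some genes, such as those read in few plants, they can be too low. Recovered reads summed to between 99.94% and 99.98% of the read total in the denominator, which was 532,391 to 1,294,496 in SC, 619,202 to 1,217,322 in YC, 940,883 to 1,265,167 in YF plants and 201,160 in the cauline library. The medians were 572,858 in SC, 1,097,738 in YC and 1,169,042 in YF plants. On a gene of 1 kb, 3 reads correspond to 2.3 to 5.6 RPKM in the plants and to 14.9 RPKM in the cauline library. The paper's methods speak of uniquely mapped reads, whereas these totals count reads on genes. Lengths worked out from the steps were checked against those readable in Additional file 6, and 1,509 of 1,534 (98.37%) were equal.

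Plant groups, growth year, leaf type and replicate number were taken from the labels and the paper. YC3 was grown in 2006 and the other cabinet plants in 2010. YF plants were collected in 2005, so that year, leaf type and location cannot be separated. Where the labels and the paper differ, as for stratification, which is 5 d for Shandong seed in the paper and 2 d in the labels, neither value entered a test.

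A gene was counted as expressed in a group when its RPKM was above 0 in at least 1 plant. Principal components were computed from the covariance of log10(RPKM + 0.5) over all genes, with the libraries as variables centred over genes. Group separation was tested with an exact permutation test of the ratio of the variance between groups to that within groups over 280 partitions, and differences between groups of 3 plants with an exact permutation test whose smallest p is 0.1. Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend) on log2(RPKM + 0.5) of the 18,029 genes with an RPKM of at least 1 in at least 3 of the 9 plants, in a single fit with 3 group means. Genes with a Benjamini-Hochberg adjusted p under 0.05 within a comparison were called. DEGs were sorted into the categories of Table 5. Enrichment of the paper's lists of photosynthesis, salt and SNP-dense genes was tested with Fisher's exact test among the genes tested. Mean distances between groups over all genes were compared with exact permutation tests. Clustering used complete linkage of Euclidean distances over the DEGs. The other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

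The fit was tested on simulated data with 200 genes changed by 4-fold or 8-fold. It recovered 194 of them (97%) in the right direction and called 10 unchanged genes, and it called 0 genes in a comparison where none was changed. The changed genes were drawn from well-expressed genes only. All genes had the same dispersion, and no shift of the typical gene between groups was simulated. These rates therefore do not carry over to genes with few reads, to unequal spread or to such a shift in the real data.

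The genes named in the text were chosen by a rule: every gene the paper names with a statement on its expression, the 3 genes with the largest absolute log2 fold change in each comparison among those called, with a mean of at least 10 RPKM in the higher group and every plant of one group above every plant of the other, and, for each gene list, its 3 DEGs with the largest absolute log2 fold change.

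The alternatives tried were pseudocounts of 0.1, 1 and 5 RPKM, a stricter expression filter of 5 RPKM or none, limma without the trend or with robust variances, fits of only the 2 groups compared, the replicate number as a block, median-ratio scaling of the libraries, comparison of gene lists within deciles of mean expression, other definitions of an expressed gene, other gene sets and centring in the principal component analysis, other linkages, distances and gene sets in the clustering, and leaving out each plant in turn.

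The GO enrichment, bootstrap support of the dendrogram, SNPs and other sequence variants were left out, because genome-wide GO terms and reads are not in the files analysed here. The cauline library was left out of the fits.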

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

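In the cabinet cauline library 11 genes had at least 3 reads although no read was found for them in the 9 plants. The paper does not report on genes read only in this library, which is why the result was flagged. The highest values were those of Thhalv10003456m.g, at 71.43 RPKM from 22 reads, Thhalv10007399m.g, at 31.98 RPKM from 11 reads, and Thhalv10025166m.g, at 29.01 RPKM from 8 reads (no replicates). With any number of reads, 108 genes were read only there. Recovered reads can be too low for genes read in a single library, so counts of genes with at least 3 reads may be too low. Chance detection of rarely transcribed genes was tested by counting such genes in each of the other libraries. There, between 1 and 26 genes had at least 3 reads in a single library and none in any other, so 11 lies within the range of the plants. Relative to its depth the cauline library had more of them, with 54.68 such genes for each 1e6 reads against at most 21.36, in YC3, and this difference was not tested. The count of 11 takes no account of depth, and the rate by depth lies above that of every plant. The test therefore neither favours chance detection nor excludes it. With a single library a difference between leaf types cannot be told apart from chance detection.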

How the results depend on the processing

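The alternatives were chosen before the processed files arrived, except for the orders of joins with the cauline library, whose alternatives were chosen after the data were seen. A count was taken as unchanged when it stayed within 1.5 times the main count, a tested result when it kept its direction and its side of the threshold, and any other value when it moved by less than 1 SD between replicates. Of 503 alternative values of the main results, 441 were unchanged in this sense. Among 634 rows for the named genes, 28 fell below the threshold and 8 rose above it, in 11 genes, and none reversed.

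Results within these limits under every alternative were the counts of expressed genes, the Yukon-only new genes, the SC and YF and any-comparison DEG counts, the SNP-dense enrichment, the RBCS mean, the separation of groups on PC1, PC2 and PC3, the PC2 differences, both PC3 differences from YC, the 34 cauline-pattern genes and the order of joins of the 9 plants. The score differences on PC2 and PC3 have a smallest p of 0.1 in the exact permutation test, so they could not change side of the threshold. For them only the direction was at stake. Their size did move, as in the PC2 difference YC minus SC, from 3.572 to 2.200 with a pseudocount of 5 RPKM.

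Requiring a read in all 3 plants moved the YF-only new genes to 35, which include genes read in some plants of other groups. Fitting only the 2 groups compared moved the YC and YF DEGs from 2,629 to 1,531, but the SC and YF DEGs only from 4,704 to 4,510. Both fits leave fewer plants to estimate the variance, so this alone does not account for the larger fall. Its cause was not tested. The photosynthesis odds ratio lost significance with only the 2 groups compared (1.368), without the variance trend (1.152) and against genes of the same expression decile (1.009). The salt odds ratio did so in the last of these (1.054). Median-ratio scaling instead raised the photosynthesis odds ratio to 5.628 with 83 genes called, and no value within deciles was computed under that scaling. Genes with more reads have smaller relative error, and the values within deciles suggest that both enrichments may follow from expression level. With the replicate block, a pairing taken from the labels, the DEG counts were 740, 2,157, 4,332 and 4,846 and the odds ratios 2.154 for photosynthesis, 1.855 for salt and 2.855 for SNP-dense genes.

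Shares of variance depend on how many unexpressed genes enter and on how small values are compressed. A pseudocount of 0.1 RPKM moved PC1 to 88.55% and PC3 to 1.838%, and 5 RPKM moved PC2 to 4.91%. Over genes with at least 1 RPKM in 3 plants the shares were 78.95%, 8.86% and 3.58%, and with at least 5 RPKM 73.46%, 12.56% and 4.60%. In the gene-centred PCA the components that correspond to PC2 and PC3 held 39.84% and 16.69%. The PC3 difference YF minus SC reversed to 0.3353 with a pseudocount of 0.1 RPKM, which weighs genes with few reads more.

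The distance of field from cabinet plants minus that of SC from YC plants was -7.797 over the genes of the paper's SC and YC list, which were selected to differ between SC and YC, and 0.0985 with 1 minus Pearson's r, which has another scale. The cauline library's distance to YF minus that to YC moved to 10.42 over all genes, 11.66 with a pseudocount of 5 RPKM and 0.1786 with 1 minus Pearson's r. Its distance to SC minus that to YC moved to 9.845, 7.388 and 0.1840 under these, to 18.07 with a pseudocount of 0.1 RPKM and to 11.78 with 1 RPKM. Coded as 1 where the cauline library joins the YC plants first, the order of joins with this library was 0 over all genes, where many genes with few or no cauline reads enter.

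Across the 9 fits that each left out 1 plant, DEGs ranged from 302 to 985 between SC and YC and from 1,329 to 2,521 between YC and YF. The 985, without YC3, lies above the main 895, so lower power with 2 plants per group cannot be the only reason. The genes tested changed as well, from 18,029 to between 17,583 and 17,852. Without an SC plant, genes read in SC plants alone cannot pass the filter, which needs 3 plants. Shares of variance ranged from 89.33% to 90.16% for PC1, 3.757% to 4.653% for PC2 and 1.661% to 1.907% for PC3. The photosynthesis odds ratio ranged from 1.427 to 2.508, and 2 fits lost significance. The field-cabinet distance difference ranged from 7.771 to 13.05. Sign changes occurred in the PC3 difference YF minus SC, from -1.471 to 1.356, and in the centroid distances of YF minus SC, from -6.676 to 2.508, and of YF minus YC, from -7.325 to 3.397, where a group of 2 plants lies closer to its own mean by arithmetic.

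Depth limits the genes found in a single group, most of which rest on fewer than 3 recovered reads. It also limits the cauline library, in which 3 reads on a gene of 1 kb are 14.9 RPKM.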

Differences from the paper's values

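The paper gives 508 DEGs between SC and YC plants, and limma on RPKM gave 895. Among the alternatives set before the files arrived, the replicate block (740), the fit of only the 2 groups compared (646) and the fits without SC1 (583), YC1 (587) or YC2 (538) fell within the range taken as not differing, and the others did not. Between YC and YF plants the paper's count is 1,138 against 2,629 here. Only the 2 groups compared (1,531) and the fits without YC3 (1,557), YF1 (1,423) or YF3 (1,329) came within the range. For SC and YF the paper's 2,696 stands against 4,704, with the fits without SC1 (3,657), SC2 (3,248), SC3 (3,257), YF1 (3,303) or YF3 (3,314) within the range. In any comparison the paper's 2,989 stands against 5,389, and the fits without SC2 (4,041), SC3 (4,040), YF1 (3,737) or YF3 (3,695) were within it. The remaining alternatives closed none of these gaps.

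In a single comparison the paper counts 1,669 DEGs, against 2,646 here, with the stricter filter (2,372), median-ratio scaling (2,491) and the fits without SC1 (2,391), SC2 (2,170), SC3 (2,111), YF1 (2,003), YF2 (2,417) or YF3 (2,033) within the range. For 2 comparisons the paper's 1,287 stands against 2,647, with only the 2 groups compared (1,640) and the fits without SC2 (1,834), SC3 (1,896), YF1 (1,682) or YF3 (1,610) within it. For all 3 comparisons the paper's 33 stands against 91, with only the 2 groups compared (32) and the fits without SC2 (32), SC3 (28), YC1 (44) or YC2 (44) within it. No other alternative was.

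Several categories of Table 5 differed. Category 1 held 793 genes in the paper and 1,376 here, and came within the range with the stricter filter (1,183), median-ratio scaling (1,057) and the fits without SC1 (981), SC2 (881), SC3 (823), YF1 (1,085) or YF3 (1,121). Category 3 held the paper's 92 and 379 here, within it only without YC3 (120). Category 8 held the paper's 297 and 1,364 here, and Category 12 the paper's 6 and 26 here, and no alternative closed either gap. Category 10 held the paper's 118 and 276 here, within the range without SC2 (158) or SC3 (164). Category 11 held the paper's 15 and 64 here, within it without SC2 (18) or YC2 (14). Category 13 held the paper's 18 and 42 here, within it with the replicate block (27), only the 2 groups compared (13), no variance trend (27) and without SC1 (21), SC2 (15), YC1 (17) or YC2 (18). Category 14 held the paper's 3 and 5 here, within it with a pseudocount of 1 (4) or 5 RPKM (3), no filter (4), the replicate block (4), only the 2 groups compared (4) and without SC1 (3), SC2 (3), SC3 (4), YF1 (3), YF2 (4) or YF3 (3). Category 15 held the paper's 8 and 32 here, within it with only the 2 groups compared (9) and without SC2 (11), SC3 (11), YC1 (12), YF1 (12) or YF3 (11). Category 16 held the paper's 3 and 9 here, within it with only the 2 groups compared (3) and without SC2 (2), SC3 (2) or YF1 (4). Category 17 held the paper's 1 and 3 here, within it without SC2 (1) or SC3 (1). The other alternatives did not close these gaps.

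Of the salt list the paper reports 35 genes called between YC and YF plants, against 91 here, and 16 lower in YF, against 68 here. None of the alternatives set before the files arrived closed either gap.

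The paper states that RBCS was the most abundant transcript in every library, and here it was so in 5 of the 9 plants. The paper reports every photosynthesis DEG as higher in YF than in YC, and here 4 of 51 were lower. At least 1 was lower under every alternative. NDF6 is listed by the paper among the genes with higher transcript levels in the field, and here its adjusted p was 0.0737 from limma with Benjamini-Hochberg adjustment, and it passed the threshold with median-ratio scaling (0.037) and in the fit without SC2 (0.047). The paper reads from its clustering that DEG expression is less correlated between field and cabinet plants than between the cabinet plants of the accessions. Here mean Pearson's r across DEGs was 0.4416 for SC and YF, 0.704 for YC and YF and 0.6713 for SC and YC plants, so this held for SC and YF but not for YC and YF. The paper places more genes in Category 7 than in Category 8, and here these held 568 and 1,364 genes. This order depended on the scaling: with median-ratio scaling the categories held 947 and 763 genes, the paper's order, while every other alternative kept Category 8 the larger. The unscaled values lack the normalization of counts that the paper made with DESeq. In the paper most DEGs come from a single comparison, and here 2,646 did and 2,647 came from both of 2. Genes from a single comparison were the more numerous, as in the paper, under every alternative except a pseudocount of 1 RPKM, robust variances, the stricter filter and the fit without YF2. Among salt genes the paper has more raised than lowered in YF, and here 23 were raised and 68 lowered. Of the paper's 35 genes 19 were higher in YF here, the paper's own number. The excess of lowered genes thus lies among the 59 genes called here only. No alternative gave the paper's order, and median-ratio scaling came nearest, with 33 raised and 41 lowered. The paper finds no enrichment of the salt term with GOseq, which it used to lessen bias from long or abundant transcripts. The odds ratio of the salt list here, without such a correction, was 1.679 (Fisher's exact test, p = 3.91e-05). Within deciles of mean expression, the closer comparison, it was 1.054 (exact test stratified by decile, p = 0.652), which shows no enrichment either.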

Other observations

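Other divisions of the plants were fitted in the same way as the real one. Of the 10 splits of the 6 plants in each comparison, only 1, the real one, gave as many DEGs, and the largest number in another split was 4 between SC and YC and 0 in the other comparisons. The same held for the photosynthesis and the salt genes called between YC and YF, at 1 of 10 splits each. With 10 splits no share under 0.1 is possible, so these counts cannot exclude a coincidence of grouping. Of 100 partitions drawn from the 280 of all 9 plants, 1, the real one, gave 5,389 genes in any comparison, and the largest other number was 2,722. For SNP-dense genes 1 of 100 gave 50, with 28 as the largest other number. Plants with the same replicate number, a pairing taken from the labels, did not deviate together (mean correlation across genes -0.0045).

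At the full depth of each library, YF plants had mean distances to their group mean no larger than those of cabinet plants. A difference in read depth was tested by thinning every library to 532,105 reads in 20 draws. The mean distance of YF plants minus that of all cabinet plants was then 0.46 (exact permutation test, p = 0.6905), so no difference was detected at equal depth. The YF mean, 33.79 ± 1.12, then lay above that of SC, 32.10 ± 1.06, and below that of YC, 34.57 ± 2.23 (SD, n = 3 each). The order of YF and SC was thus reversed by thinning, and SC and YC were not tested separately against YF. Lack of a difference with 3 plants per group leaves moderate differences undetectable.

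Of the DEGs between YC and YF plants 29.36% were higher in YF in the RPKM values. A few abundant genes taking reads from the others is a candidate explanation, written down only after this direction had been seen. The 100 most abundant genes of each plant held 28.51% ± 1.21 of the summed RPKM in YF, 21.43% ± 2.15 in YC and 23.72% ± 1.60 in SC plants (SD, n = 3 each). The YF minus YC difference was 7.083 percentage points (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Median-ratio factors over 13,486 genes had a median of 0.849 in YF and 1.129 in YC plants, the order that this explanation predicts. Such factors follow the level of the typical gene, which the direction of the DEGs had already shown. After scaling by them, which levels the typical gene between plants, 55.85% of the DEGs were higher in YF. Neither value is therefore a separate test of the explanation. The prediction made beforehand concerned the reverse pattern, more genes higher in YF, which the unscaled values did not show and which this test therefore cannot settle. Which share reflects the plants cannot be told from RPKM values, since a real fall in most transcripts would look alike.

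SNP-dense genes were called more often than other genes. Of the 23 called between SC and YC, 26.09% were lower in YC, against 53.67% of the other DEGs. This cannot decide whether Yukon reads aligned less well to the Shandong reference at these genes. SNPs are found in aligned reads, so the list favours genes with aligned Yukon reads. Even so, 3 listed genes had no counted read in any of the 9 plants. Of the listed genes with a counted read, 0 had reads in SC plants alone, and 10 had no read in any SC plant. Poorer alignment therefore cannot be told apart from other reasons for the excess.

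Among all SC and YC DEGs 162 had no read in any Yukon plant and 143 had none in any SC plant (exact binomial test, p = 0.3027). Of these, 25 and 57 were new genes, which were annotated from the libraries of this study. Among the genes annotated by JGI the numbers were 137 and 86 (exact binomial test, p = 0.00078), a comparison and a prediction made only after the first numbers had been seen. Loss of Yukon reads at the Shandong reference may thus account for part of the genes higher in SC. No reads were realigned, and genes truly absent or silent in Yukon plants, or an annotation that favours genes transcribed in Shandong plants, were not tested.

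YC plants stood apart from SC and YF plants on PC3. PC3 is uncorrelated with PC2 by construction, so this opposition follows in part from the midway place of YC plants on PC2. YC3 was grown in another year and from other seed, but without it the groups still separated (exact permutation test, p = 0.0214), with the YF minus YC difference at 5.741. Leaf type would place the cabinet cauline library with the YF plants, and its projected score was -1.968, nearer to the YC plants. A response of Yukon plants to the cabinet may be the reason, as the paper proposes, but this was found and tested on the same data, and the year of collection of the YF plants cannot be separated from location.

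Of the 16 genes of the PC3 list without the YC pattern in cauline leaves, 12 would have given fewer than 3 reads in the cauline library at their mean YC level, as low depth of that library predicts. A single read is often enough for the pattern, however. In a test added after this result was seen, 6.73 of the 50 genes were expected to have no cauline read, and 13 had none (exact test, p = 0.0029). Depth alone may therefore not account for them. The list was chosen for high YC values, which raises the expected reads, so the explanations cannot be told apart.

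Among genes named for sequence differences or cyclic electron transport, PGR5 (Thhalv10002723m.g), whose reads the authors counted separately because another gene overlaps it, had 108.21 ± 20.03 RPKM in YC and 198.54 ± 42.55 in YF plants (SD, n = 3 each; adjusted p = 0.0905 from limma with Benjamini-Hochberg adjustment). In the cabinet cauline library (no replicates) PGR5 had 182.57 RPKM from 35 reads, nearer to the YF than to the YC mean. SCAR2 (Thhalv10002989m.g) had 95.26 ± 52.95 RPKM in SC, 48.18 ± 9.88 in YC and 38.14 ± 21.61 in YF plants. Thhalv10012578m.g (orthologous to At5g53010) had 7.70 ± 0.58, 8.31 ± 0.85 and 8.75 ± 1.93 RPKM, respectively.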
